# Human ZKSCAN3 and Drosophila M1BP are functionally homologous transcription factors in autophagy regulation

**DOI:** 10.1038/s41598-020-66377-z

**Published:** 2020-06-15

**Authors:** Marine Barthez, Mathilde Poplineau, Marwa Elrefaey, Nathalie Caruso, Yacine Graba, Andrew J. Saurin

**Keywords:** Developmental biology, Experimental organisms, Drosophila

## Abstract

Autophagy is an essential cellular process that maintains homeostasis by recycling damaged organelles and nutrients during development and cellular stress. ZKSCAN3 is the sole identified master transcriptional repressor of autophagy in human cell lines. How ZKSCAN3 achieves autophagy repression at the mechanistic or organismal level however still remains to be elucidated. Furthermore, *Zkscan3* knockout mice display no discernable autophagy-related phenotypes, suggesting that there may be substantial differences in the regulation of autophagy between normal tissues and tumor cell lines. Here, we demonstrate that vertebrate ZKSCAN3 and Drosophila M1BP are functionally homologous transcription factors in autophagy repression. Expression of ZKSCAN3 in Drosophila prevents premature autophagy onset due to loss of M1BP function and conversely, M1BP expression in human cells can prevent starvation-induced autophagy due to loss of nuclear ZKSCAN3 function. In Drosophila ZKSCAN3 binds genome-wide to sequences targeted by M1BP and transcriptionally regulates the majority of M1BP-controlled genes, demonstrating the evolutionary conservation of the transcriptional repression of autophagy. This study thus  allows the potential for transitioning the mechanisms, gene targets and plethora metabolic processes controlled by M1BP onto ZKSCAN3 and opens up Drosophila as a tool in studying the function of ZKSCAN3 in autophagy and tumourigenesis.

## Introduction

Macroautophagy (hereafter simply termed autophagy) is an evolutionary conserved process in eukaryotes by which protein aggregates and damaged organelles are degraded by the lysosome and is implicated in several central biological processes including tissue remodelling during development, starvation adaptation, anti-aging, tumour suppression, and cell death (reviewed in^1,2^). Given its importance in cellular homeostasis and development, defects in autophagy and its regulation have been associated with numerous diseases such as cancer, neurodegenerative diseases (Parkinson) and diabetes (reviewed in^3–6^). Given the plethora pathophysiological processes linked to autophagy deregulation, it is not surprising that intense research has been directed into how normal autophagic processes are regulated.

The mammalian target of rapamycin (mTor) kinase is an important regulator of autophagy induction where active mTOR suppresses autophagy while inhibition of mTOR activity promotes autophagy onset^7^, although a growing number of examples of mTOR-independent autophagy induction have been reported providing the notion that autophagy induction is not a single linear process but can rather be induced through the action of multiple interconnected key regulators^8^. While autophagy is largely a cytoplasmic event, recent studies have focussed on the nuclear transcription factors and epigenetic marks that modulate the expression of various autophagic components (reviewed in^9,10^). To date, more than 30 vertebrate transcription factors have been identified as positive transcriptional regulators of autophagy through activation of autophagy-related genes in vertebrates in response to various cellular stresses (reviewed in^11,12^). For example, under conditions of nutrient deprivation, phosphorylation of the MiTF transcription family member, TFEB by the mTor kinase in the cytoplasm results in its nuclear translocation and transcription of numerous autophagy-related genes^13^, a process that is evolutionary conserved in Drosophila^14^.

While numerous transcription factors activating autophagy have been identified and extensively studied, comparatively few are known to be clear inhibitors of autophagy induction. Nonetheless, master transcriptional repressors of autophagy have been identified in vertebrates and Drosophila. In Drosophila, the Hox family of transcription factors have been described as master transcriptional repressors of autophagy induction, where the clearance of all Hox proteins is required for either starvation or developmental autophagy induction^15^. In vertebrates, the zinc finger with a SCAN and a KRAB domain 3 (ZKSCAN3) has been described as a master transcriptional repressor of autophagy^16^, where its cytoplasmic relocation from the nucleus through JNK2-mediated phosphorylation is required for starvation or lysosomal stress-induced autophagy induction^17^. However, knockout mice lacking *Zkscan3* expression show no discernable phenotypes and no misexpression of components of the autophagic process, which would be expected from loss of a transcription repressor of autophagy^18^. The explanation given to explain this lack of autophagy phenotypes is that either the highly related *Zkscan4* gene could compensate for lack of Zkscan3 function or that outside of transformed cell line *in vitro* models, Zkscan3 in animal tissues is not a repressor of autophagy^18^.

If the transcription factors driving autophagy activation are mostly conserved throughout evolution^14,19–21^, it is less clear whether this is the case for transcription factors responsible for preventing autophagy induction. Given that the SCAN and KRAB domain are only found in vertebrate transcription factors, identifying a Drosophila homologue of ZKSCAN3 through similarity searches is not as straight forward as for other transcription factors. Nonetheless, Drosophila M1BP is a functional cofactor of Drosophila Hox proteins^22^ and the presence of both M1BP and Hox are required for preventing autophagy induction in the Drosophila fat body^15,22^. Thus, while structural similarity between Drosophila M1BP and vertebrate ZKSCAN3 is restricted to their C-terminal C2H2 zinc finger domains, they are both required for autophagy inhibition. Moreover, the zinc finger associated domain (ZAD) of M1BP, while restricted to zinc finger proteins of dipteran and closely related insects, is analogous to the vertebrate KRAB domain, participating in a lineage-specific expansion of zinc finger proteins in insect and vertebrate genomes^23–25^. Together, these functional and structural similarities led us to hypothesise that Drosophila M1BP and vertebrate ZKSCAN3 are functionally homologous proteins.

Here, we show that expression of vertebrate ZKSCAN3, but not ZKSCAN4, in the Drosophila fat body prevents premature developmental autophagy induction caused by the loss of M1BP expression. Additionally, ZKSCAN3 binds the same genomic loci as M1BP in Drosophila cells and in the Drosophila fat body ZKSCAN3 transcriptionally controls two-thirds of M1BP-controlled genes. Similarly, we show that expression of M1BP in vertebrate cells is sufficient to prevent starvation-induced autophagy due to the cytoplasmic translocation of ZKSCAN3. Taken together, these data provide evidence that vertebrate ZKSCAN3 and Drosophila M1BP are functional homologues in the control of autophagy.

## Results

### ZKSCAN3 expression in the Drosophila fat body rescues premature autophagy induced by M1BP loss-of-function

There are 23 vertebrate C2H2 zinc finger transcription factors containing SCAN and KRAB domains. Of these, ZKSCAN4 is the most similar to ZKSCAN3 in terms of sequence identity (Fig. 1A,B). It has been proposed that the high sequence identity between ZKSCAN3 and ZKSCAN4 may result in functional redundancy, which could explain the absence of autophagy-related phenotypes in ZKSCAN3-null mice^18^. As both ZKSCAN3 and ZKSCAN4 share similar levels of identity to M1BP (Fig. 1B), to study functional homology with Drosophila M1BP, we created independent myc-tagged ZKSCAN3 and ZKSCAN4 transgenic Drosophila fly lines under the expression control of the Gal4/UAS system^26^. Ubiquitous expression of either vertebrate gene using the ubiquitous Act5C-Gal4 driver had no apparent deleterious effects on general Drosophila health or longevity (Fig. 1C).

**Figure 1:**
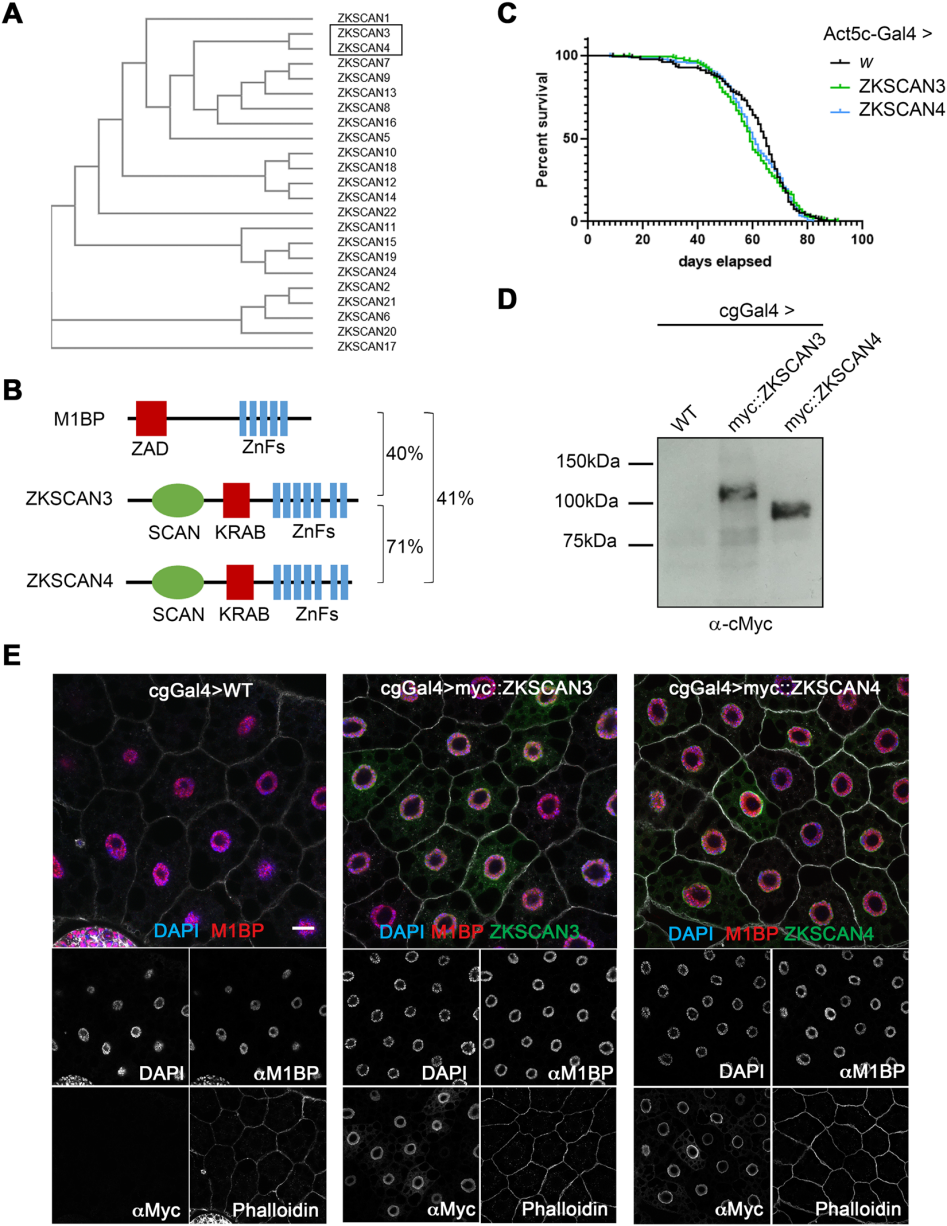
Using Drosophila to study ZKSCAN3 and ZKSCAN4 function in M1BP-controlled processes. (**A**) Phylogenetic tree analysis of primary sequence structure similarity of the vertebrate family of C2H2 zinc finger family transcription factor members containing a SCAN and KRAB domain demonstrates that ZKSCAN3 and ZKSCAN4 are paralogous family members. (**B**) The structural domains of Drosophila M1BP and vertebrate ZSKCAN3 and ZKSCAN4 are shown. C2H2 zinc finger domain clusters are depicted in blue, the SCAN domain, which is not conserved in Drosophila is depicted in green and the evolutionarily analogous ZAD and KRAB domains depicted in red. Percent sequence identity by BLAST conservation searches are shown. (**C**) Drosophila male lifespan was analysed when either ZKSCAN3 or ZKSCAN4 were ubiquitously expressed from the Act5CGal4 driver. No significant change to longevity was observed. (**D**) ZKSCAN3 and ZKSCAN4 expressed in the Drosophila fat body with the cgGal4 driver results in production of full-length protein as determined by western blot analysis. (**E**) Expression of ZKSCAN3 and ZKSCAN4 in the Drosophila fat body with the cgGal4 driver results in nuclear localised exogenous protein localisation (green channels) without changing nuclear M1BP staining (red channel). Nuclei were counterstained with DAPI (blue channel) and cell membranes revealed with Phalloidin (white). Scale bar represents 20 µm and contrasts of individual channels are shown.

The Drosophila fat body, a nutrient storage organ analogous to the vertebrate liver, is commonly used to study autophagy since autophagy in the Drosophila fat body is engaged as both an essential developmental process required for metamorphosis to give rise to the adult fly^27,28^ and in response to nutrient deprivation under starvation conditions^29^. When expressed in the Drosophila fat body using the cgGal4 driver, both ZKSCAN3 and ZKSCAN4 are expressed as full-length proteins (Fig. 1D) and, like in vertebrate cells^30^, both are mainly nuclear (Fig. 1E), with weak accumulation observed in the cytoplasm (see Fig. S1) with no apparent effects on fat body size or developmental progression (data not shown).

In the third instar larval feeding stage (L3F), autophagy is blocked because of the action of M1BP and Hox proteins^15,22^. Loss of expression of M1BP through RNA interference (RNAi) rapidly induces autophagy in the L3F stage (22 and see Fig. 2A). To test whether the co-expression of ZKSCAN3 or ZKSCAN4 is capable of preventing autophagy induction due to M1BP knockdown, we co-expressed either ZKSCAN3 or ZKSCAN4 with M1BP RNAi and monitored autophagy induction by cytoplasmic Atg8a accumulation, which is a marker of early autophagy induction, where its nuclear export into the cytoplasm is followed by lipidation recruiting it to early autophagosome membranes^31^. Whether ubiquitously expressed in the fat body using the cgGal4 driver (Fig. 2A) or by clonal analyses (Fig. 2B), we found that the expression of ZKSCAN3, but not ZKSCAN4, rescues M1BP RNAi-induced autophagy as observed by the absence of cytoplasmic Atg8a (Fig. 2A,B). While it has been suggested that ZKSCAN4 may be able to compensate for ZKSCAN3 in ZKSCAN3-mediated autophagy repression^18^, these data demonstrate that in Drosophila at least, ZKSCAN4 cannot replace ZKSCAN3 in autophagy repression induced by loss of M1BP function. M1BP RNAi induces increased Atg8a expression (Atg8a-I) and lipidation of Atg8a (Atg8a-II), indicating increased autophagosome-associated Atg8a, and this is largely prevented upon ZKSCAN3 co-expression (Fig. 2C). ZKSCAN3 expression alone had no effect on nuclear localisation (Fig. S1A,B) and little effect on expression (see Fig. 2C) of Atg8a suggesting that the autophagy rescue observed by ZKSCAN3 is not simply due to ectopic repression of Atg8a expression levels in the non-autophagic cellular state. Like Atg8a, Atg8b and Atg7 are also essential for autophagosome formation^32–35^. Similarly to Atg8a, we observed that co-expression of ZKSCAN3 restores expression of these early autophagosome markers that are prematurely induced in the L3F stage upon M1BP RNAi (Fig. 2D). Finally, by transmission electron microscopy of fat body cells, we observed large numbers of autophagosomes and late-stage autolysosomes due to M1BP RNAi, which were rarely observed in wild type cells or fat bodies co-expressing ZKSCAN3 (Fig. 2E).

**Figure 2:**
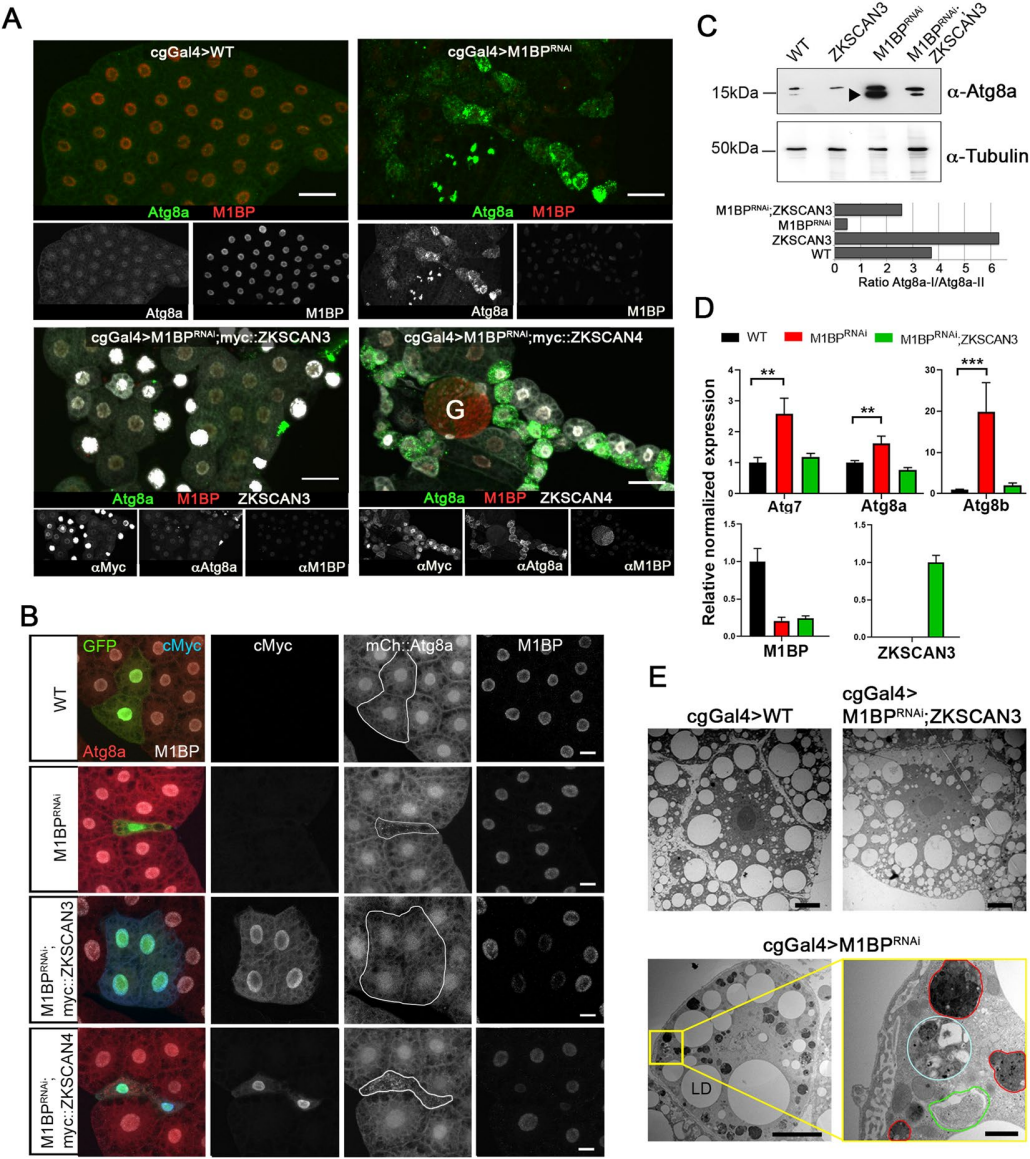
Expression of ZKSCAN3 in the Drosophila fat body prevents induction of autophagy due to loss of M1BP function. (**A**) Upon loss of M1BP expression (red) through expression of M1BP RNAi in L3F fat body cells using the fat body-specific cgGal4 driver, autophagy induction is widespread, as seen by the upregulation and cytoplasmic location of the Atg8a autophagy marker (green). Autophagy induction is largely prevented by the co-expression of myc-tagged vertebrate ZKSCAN3 (bottom left) but not by ZKSCAN4 (bottom right). Contrasts of individual channels are shown and scale bar represents 50 µm. G: Gonad (**B**) Clonal loss, RNAi-expressing cells are GFP-identified and autophagy monitored using mCherry::*Atg8a* confirming that co-expression of myc-tagged ZKSCAN3 can prevent autophagy induction through M1BP knockdown, whereas ZKSCAN4 expression does not. Contrasts of individual channels are shown and scale bars represent 20 µm. (**C**) Western blots of wild type, M1BP RNAi, ZKSCAN3, and M1BP RNAi;ZKSCAN3 expressing whole fat body protein preparations confirm autophagy induction due to M1BP RNAi, through the upregulation of Atg8a expression and the presence of major phosphatidylethanolamine-modified forms of Atg8a (arrowhead), which are largely prevented through ZKSCAN3 co-expression. The blots were reprobed with anti-tubulin antibodies for loading control. Quantification of the ratio of unmodified Atg8a (Atg8a-I) to phosphatidylethanolamine-modified Atg8a (Atg8a-II) is presented below the blots. Note, quantification is of this single unrepeated blot and thus does not incorporate error bars. (**D**) RT-qPCR analyses confirm significant upregulation of autophagy-related Atg gene expression upon M1BP knockdown through M1BP RNAi in the fat body using the cgGal4 driver. Co-expression of ZKSCAN3 prevents Atg gene overexpression without modifying M1BP knockdown. (**E**) Transmission electron micrographs of Drosophila fat body cells display widespread autophagy induction upon M1BP RNAi through the presence of numerous autophagosome vesicles (lower panels) which are largely not observed in wild type cells or cells co-expressing ZKSCAN3 with M1BP RNAi (upper panels). Autophagosomes from all stages of maturity from early phagophore onset (green outline), autophagosomes containing large quantities of cellular material (cyan outline) and late-stage autophagosomes/autolysosomes (red outline) can be observed in M1BP RNAi expressing cells. LD: lipid droplets. Scale bars 10 µm in main micrographs and 1 µm in enlarged area (bottom right).

Together, these data demonstrate that the expression of vertebrate ZKSCAN3, but not the paralogous ZKSCAN4, in the Drosophila fat body is sufficient to prevent autophagy induction due to loss of M1BP expression, which we sought to study further.

### Loss of M1BP function leads to widespread gene deregulation that is largely restored upon ZKSCAN3 expression

To better understand the transcriptional changes occurring during loss of M1BP function, we performed RNA-seq analyses on fat body mRNA at the L3F stage in the absence and presence of M1BP RNAi. 

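The deposited RNA-seq counts came from fat bodies of male L3F larvae in 4 genotypes with 2 biological replicates each: the driver crossed to wild type (WT), M1BP RNAi, ZKSCAN3, and M1BP RNAi with ZKSCAN3 (M1BP RNAi + ZKSCAN3). The authors aligned the reads to the dm6 genome and used featureCounts to assign them to the exons of 17494 FlyBase genes, and the deposited values are unnormalized counts. In that counting a read overlapping several genes was counted for each of them and strand was not used, so genes with shared exons or opposite genes that overlap hold the same reads. Total counts in replicates 1 and 2 were 58792587 and 75828876 in WT, 53462739 and 76798943 in M1BP RNAi, 65861894 and 60708492 in ZKSCAN3, and 64346768 and 75394345 in M1BP RNAi + ZKSCAN3. The 10 most abundant genes took 51.1% and 51.4% of the counts in WT, 44.9% and 47.3% in M1BP RNAi, 52.7% and 50.7% in ZKSCAN3, and 44.6% and 34.7% in M1BP RNAi + ZKSCAN3, so values per total count shift for every other gene, and counts were scaled to library size with TMM factors (CPM). An upper limit of 3 counts for a gene without reads was 0.0305 to 0.0590 CPM, and it covers counting error only, since reads were not collapsed to molecules. Genotypes were compared with edgeR's quasi-likelihood test, with 11723 genes kept by filterByExpr, all 8 libraries in the fit, Benjamini-Hochberg adjustment and the false discovery rate (FDR) threshold of 0.001 that the paper gives. The choices that moved the numbers most were the test, the libraries entered in each fit and the threshold. The standard deviation across genes of the log2 difference between replicates was 0.868 in M1BP RNAi, against 0.341 in WT, 0.627 in ZKSCAN3 and 0.600 in M1BP RNAi + ZKSCAN3. The paper does not state which libraries entered its DESeq2 fits, so DESeq2 was also run with all 8 libraries and with only the 2 genotypes compared.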

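M1BP transcripts had a mean of 9.32 TPM (counts scaled for gene length and library total, SD 0.628, n = 2) in M1BP RNAi, against 16.4 TPM (SD 0.129) in WT, 14.5 TPM (SD 1.02) in ZKSCAN3 and 11.9 TPM (SD 1.18) in M1BP RNAi + ZKSCAN3. M1BP (3R: 8729790–8731698, minus strand) decreased by 1.27 log2 units in M1BP RNAi against WT (SE 0.14, FDR 0.00776 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the change ranged from −1.41 to −1.21 when each library was left out. RpL32 changed by −0.39 (FDR 0.226 in the same edgeR test) and Act5C by −0.13 (FDR 0.634). At FDR 0.001 this test called 4 genes higher and 0 lower in M1BP RNAi, while 3467 genes had an unadjusted p-value under 0.05 (two-sided). The count depended on the test: edgeR called 461 genes higher and 503 lower at FDR 0.05, DESeq2 at FDR 0.001 called 419 higher and 562 lower with all 8 libraries in the fit, and DESeq2 with only the 4 libraries of the 2 genotypes called 647 higher and 890 lower. Of these last 1537 genes, 1523 are in the authors' deposited list for this comparison. CG42362 and CG42363 (2R: 21664126–21666108) share exons and hold the same reads, so which of them changed is uncertain: their CPM was 5.14 and 5.89 in WT and 102 and 99.7 in M1BP RNAi (log2 fold change 4.19, SE 0.18, FDR 6.90e-04 in the edgeR test, 4.10 to 4.30 with each library left out). CG3448 (3L: 9450545–9451572, minus strand) rose from 3.05 and 2.94 CPM to 31.6 and 30.1 CPM (log2 fold change 3.36, SE 0.13, FDR 6.90e-04 in the edgeR test). The other gene past the threshold, PolZ2, is outside the rule by which genes were named and was chosen after its values were seen: it rose from 2.95 and 3.05 to 29.6 and 31.7 CPM (log2 fold change 3.35, SE 0.13, FDR 6.90e-04 in the edgeR test). The median log2 fold change of the 4 genes was 3.78, and 3.71 to 3.84 with each library left out.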

Differential gene expression analyses at a 1:1000 false discovery rate demonstrates that M1BP loss of function leads to the overexpression of 644 genes while down regulating 881 genes (Table S1). Gene set enrichment analyses of M1BP RNAi highlighted biological processes associated with responses to cellular nutrient levels, which include autophagy related genes, in genes that are overexpressed upon M1BP RNAi (Fig. S2A, left panel) and metabolic biological processes were enriched gene ontology terms associated with genes downregulated upon M1BP RNAi (Fig. S2A, right panel). Developmental autophagy induction during the L3 wandering stage (L3W) compared to L3F leads to the deregulation of 3738 genes (1819 upregulated; 1919 downregulated) (Table S1). 

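The L3F and L3W libraries were from fat bodies of female larvae, with 2 replicates per stage and total counts of 73740077 and 74175081 at L3F and 58313885 and 68329547 at L3W. Sex and genotype therefore separate this comparison from the male RNAi libraries, and it was fitted apart. Of 10720 tested genes, 458 were higher and 377 lower at L3W at FDR 0.001 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 5968 genes at an unadjusted p-value under 0.05. DESeq2 at the same threshold called 1827 genes higher and 1940 lower, and edgeR at FDR 0.05 called 2494 higher and 2652 lower. The median absolute log2 fold change of the 835 genes called at FDR 0.001 was 2.57, and 2.53 to 2.64 with each library left out. Among the largest changes, CG34296 had 36.9 and 41.1 CPM at L3W and 0 counts in both L3F libraries, CG34206 had 86.8 and 161 CPM against 0 and 1 counts, and santa-maria had 681 and 700 CPM against 0.0751 and 0.0861 CPM. In the other direction CG13460 had 87.4 and 80.9 CPM, ng3 48.6 and 67.2 CPM and ng1 12.2 and 15.3 CPM at L3F, each with 0 counts at L3W. Both ng genes are also salivary gland markers, and the glue transcript Sgs3 had 0.270 and 355 CPM in the L3F libraries and 6.34 and 19.8 CPM at L3W. No fold is given for CG34296, CG34206, CG13460, ng3 and ng1, because the lower stage is at or under the limit of 3 counts. Of the Atg genes, 19 were tested and 16 were higher at L3W, under every scaling tried, with a median log2 fold change of 1.10 (1.01 to 1.11 with each library left out). At FDR 0.001 in the edgeR test 6 of them were called. As a set they ranked above the other genes in the direction of higher expression (limma's camera with preset correlation, p-value 8.32e-06, Benjamini-Hochberg FDR = 4.99e-05 over the 12 set tests of this list and the paper's macroautophagy genes in 6 contrasts). Fry in limma held this call (FDR = 0.00149), and camera with the correlation between genes estimated from the data did not (FDR = 0.241), nor any other of the 12 tests. Atg7 rose by 4.49, Atg1 by 3.72, Atg18b by 3.45, Atg8a by 2.02 and Atg17 by 1.40 log2 units.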

Comparison of genes deregulated during developmental autophagy induction at the L3W stage with genes deregulated by M1BP RNAi at the L3F stage shows 916 commonly deregulated genes (Fig. S2B). These data demonstrate that M1BP RNAi in the L3F stage deregulates genes that are also deregulated during normal third instar larval development at the L3W stage when autophagy occurs.

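Of the 4 genes called in M1BP RNAi at FDR 0.001 by edgeR, 0 were among the 829 genes called at L3W that were tested in both comparisons, where 0.322 would be shared by chance among the 10295 genes tested in both. The overlap could therefore be measured only with wider lists. At FDR 0.05, 569 genes were shared where 449 were expected (odds ratio 1.79, Fisher's exact test, two-sided, p = 1.09e-16), and 84.9% of them changed in the same direction. With DESeq2 fits of only the compared groups at FDR 0.001, 925 genes were shared where 554 were expected (odds ratio 3.38, Fisher's exact p = 5.83e-100) and 87.0% had the same direction. These tests treat genes as independent, which genes are not, so the p-values are too small by an unknown amount. The Spearman correlation across genes between the M1BP RNAi and the L3W log2 fold changes was 0.335, with no p-value because genes are not independent replicates, and it was 0.0431 for M1BP RNAi + ZKSCAN3 against WT and 0.317 for ZKSCAN3 against WT. Projected on the L3F to L3W change of the 829 genes, replicates 1 and 2 had moved 36.5% and 20.6% of the way in M1BP RNAi, 20.2% and 0.620% in M1BP RNAi + ZKSCAN3 and 17.6% and 3.89% in ZKSCAN3, with the WT libraries at 0.802% and −0.802%.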

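In ZKSCAN3 against WT, edgeR's quasi-likelihood test called 0 of 11723 genes at FDR 0.001 and 0 at FDR 0.05, with 384 genes at an unadjusted p-value under 0.05. The count moved most with DESeq2 fitted to only the ZKSCAN3 and WT libraries, which called 23 genes higher and 9 lower, of which 28 are in the authors' deposited list. DESeq2 with all 8 libraries called 2 higher and 6 lower. The deposited counts hold fly genes only, so the level of the ZKSCAN3 transgene was not measured.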

Expression of ZKSCAN3 alone in the wild type fat body has little effect on gene expression, with very few genes classed as differentially expressed (Table S1). However, of the 1525 genes differentially expressed due to M1BP RNAi, more than two-thirds (1026) are restored to normal wild type L3F expression levels upon simultaneous co-expression of ZKSCAN3 (Table S1 and Fig. 3A). 

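In the edgeR fit, 0 genes passed FDR 0.001 in M1BP RNAi + ZKSCAN3 against WT and 2739 had an unadjusted p-value under 0.05. Each of the 4 genes called in M1BP RNAi was therefore uncalled there, which does not show that they were restored. The authors' deposited list for M1BP RNAi + ZKSCAN3 against WT holds CG3448 (log2 fold change 2.01), CG42362 and CG42363 (1.28 each). The direct contrast of M1BP RNAi + ZKSCAN3 against M1BP RNAi was also fitted. With DESeq2 fits of only the compared groups, 1035 of 1537 M1BP RNAi genes (67.3%) were not called in M1BP RNAi + ZKSCAN3, and 87 of the 1537 were called in the direct contrast in the direction of WT and 16 away from it. A further 497 genes were called in both comparisons with the same direction, and 254 were called in M1BP RNAi + ZKSCAN3 only. At FDR 0.05 in edgeR, 519 of 964 genes (53.8%) were not called in M1BP RNAi + ZKSCAN3 and 20 moved back in the direct contrast. To see how many calls are lost by chance when both comparisons use the same WT libraries, counts were drawn 10 times with the M1BP RNAi means in M1BP RNAi + ZKSCAN3, that is, with no effect of ZKSCAN3, and 10 times with the WT means, that is, with full rescue. With the DESeq2 fits, 31.5% of the called genes (29.4% to 34.5% over the draws) were restored without an effect and 99.7% with full rescue. The draws without an effect called a median of 1302.5 M1BP RNAi genes with these fits, fewer than observed, and 1917 at FDR 0.05 in edgeR, more than the 964 observed. With the dispersion of each gene multiplied by 1.5, a test added after the values were seen, they called 961 at FDR 0.05 in edgeR and restored 28.8% (26.3% to 30.8%), and with the DESeq2 fits they called 907.5 and restored 38.4% (37.1% to 39.8%). The median number of genes moved back in the direct contrast was 12 without an effect and 966.5 with full rescue, so the observed values of both measures lay between the 2 cases. The fold changes gave a measure that needs no threshold in M1BP RNAi + ZKSCAN3: for the 4 genes of the edgeR call, the median share of the M1BP RNAi log2 fold change that remained was 0.37 (0.365 to 0.392 with each library left out). For the 4 genes with the largest change in replicate 1 and a mean over 1 CPM, the share measured in replicate 2 was 0.40, and 0.82 with the replicates exchanged, where M1BP RNAi itself gave 0.68 and 0.91. For the 964 genes at FDR 0.05 the share was 0.72 (0.68 in the libraries of replicate 1 alone and 0.73 in those of replicate 2), where the draws gave 0.93 without an effect and 0.069 with full rescue for their genes at that threshold. For the 964 genes that changed most in replicate 1, a set chosen on that replicate and not by FDR, the share measured in replicate 2 was 0.28 (0.70 in M1BP RNAi itself), and for those of replicate 2 measured in replicate 1 it was 0.79 (1.09 in M1BP RNAi itself). CG42362 and CG42363 fell to 15.0 and 12.6 CPM in M1BP RNAi + ZKSCAN3, 2.87 log2 units under M1BP RNAi (FDR 0.00647 in the edgeR test with Benjamini-Hochberg adjustment) and 1.32 above WT (FDR 0.0122). CG3448 stood at 12.6 CPM in both replicates, 2.07 log2 units above WT (FDR 0.00389 in the edgeR test). PolZ2, named after its values were seen, had 7.93 and 8.47 CPM, 1.45 log2 units above WT (FDR 0.00700 in the edgeR test).

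**Figure D1:**
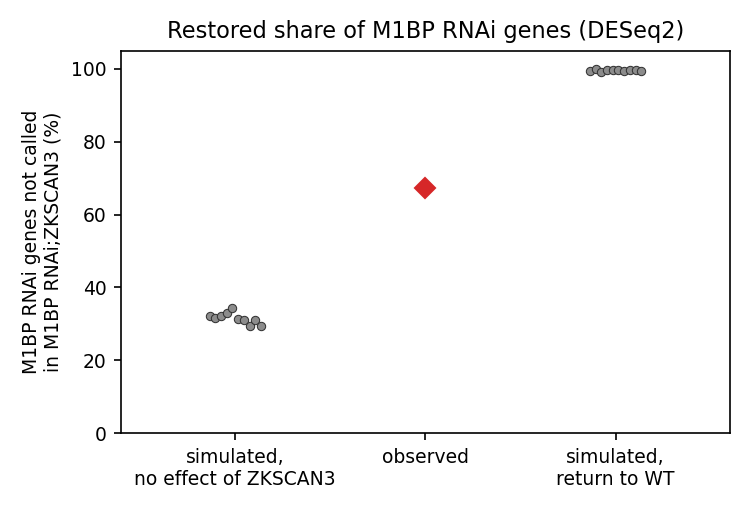
Percent of the genes called in M1BP RNAi that were not called in M1BP RNAi + ZKSCAN3 (DESeq2 with only the compared groups, FDR 0.001). The observed 67.3% is drawn beside 10 simulated draws without an effect of ZKSCAN3 and 10 with full rescue.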

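Direction calls in this gene family depended on scaling: 15 of the 20 Atg genes were higher in M1BP RNAi than in WT with TMM factors and 14 with DESeq2 size factors, because Atg4a changed sign. The median log2 fold change of the 20 genes was 0.17, close to the 0.112 of all tested genes. It was 0.032 without M1BP RNAi replicate 2, 0.065 without WT replicate 1 and 0.27 without WT replicate 2, the highest of the range. At FDR 0.001 over all genes 0 Atg genes were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 6 had an unadjusted p-value under 0.05. At FDR 0.05, 2 were called by edgeR over all genes and 2 adjusted over the list alone. As a set they did not rank apart from the other genes (limma's camera p-value 0.205 and FDR = 0.224, fry FDR = 0.350). Atg13 (3R: 8349815–8352817) decreased by 1.01 log2 units (SE 0.17, edgeR FDR 0.0244 over all genes and 0.0174 adjusted over the list alone). Atg17 (3R: 5669713–5679930) rose by 0.91 (SE 0.20, FDR 0.0474 and 0.0356 over the list alone, edgeR), and Atg18b (2L: 21212322–21220572) by 1.84 (SE 0.48, FDR 0.0692 and 0.0550). Atg8a (X: 10764878–10768338) rose by 0.70 (SE 0.27, edgeR FDR 0.153). Atg7 (2R: 18620466–18625044) rose by 1.43 (SE 0.53, edgeR FDR 0.141, and 0.65 to 1.84 with each library left out) and Atg1 (3L: 12784429–12805116) by 1.19 (SE 0.45, edgeR FDR 0.147, and 0.69 to 1.48). DESeq2 with only the 2 genotypes in the fit called Atg18b, Atg17 and Atg8a higher and Atg13 lower at FDR 0.001. In TPM, 19 of the 20 genes had a higher mean in M1BP RNAi, and so did 77.4% of all tested genes.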

Amongst these include a number of autophagy-related Atg genes (Fig. 3B). Of note, while the RT-qPCR experiments confirmed changes in expression of Atg7, Atg8a, and Atg8b (Fig. 2D), the RNA-seq expression data gives a more global overview of global Atg gene changes (Fig. 3B) and shows that while indeed Atg8b expression increases in response to M1BP RNAi (and restored upon ZKSCAN3 co-expression) as shown by RT-qPCR, these changes are not significant in the RNA-seq differential gene expression analyses due to the very low level of Atg8b expression. Nonetheless, these data highlight global Atg gene expression changes in response to loss of M1BP expression, and these changes are restored upon ZKSCAN3 coexpression. 

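Atg8b (3R: 17724410–17725063) had 3 and 0 counts in WT, 95 and 2 in M1BP RNAi, 3 and 0 in ZKSCAN3, and 12 and 8 in M1BP RNAi + ZKSCAN3. WT lies at or under the limit of 3 counts, so no fold is given. The M1BP RNAi level came from replicate 1, with 4.96 TPM against 0.0712 TPM in replicate 2. A list of 20 testis marker genes also stood out in that library, at 149 CPM against 7.52 CPM in replicate 2. ZKSCAN3 replicate 2, with 28.7 CPM of that list, had 0 Atg8b counts. Whether stray tissue contributed to the Atg8b reads was not tested. The FDR over all genes was 0.223 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).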

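The effect of ZKSCAN3 on the Atg genes was read from the direct contrast, whose signs also turned with scaling: 16 of 20 were lower in M1BP RNAi + ZKSCAN3 than in M1BP RNAi with TMM factors and 13 with DESeq2 size factors, where Atg2, Atg14 and Atg17 turned higher. The median log2 difference was −0.20, with −0.097 without M1BP RNAi + ZKSCAN3 replicate 2, −0.11 without M1BP RNAi replicate 1 and −0.39 at the other end of the range. At FDR 0.001 edgeR called 0 of the 20 genes in this contrast, and 5 had an unadjusted p-value under 0.05. The set test in limma gave a p-value of 0.108 with camera (FDR = 0.144) and of 0.229 with fry. The interaction, which asks whether ZKSCAN3 acts differently in M1BP RNAi than in WT, had a median of −0.27 (limma's camera p-value 0.0590 and FDR = 0.0886, fry p-value 0.261). Against WT, 9 of the 20 genes were higher in M1BP RNAi + ZKSCAN3 (median −0.063), and that median turned positive without M1BP RNAi + ZKSCAN3 replicate 2 (0.15) or WT replicate 2 (0.0012). In ZKSCAN3 alone 13 of 20 were higher than in WT, with a median of 0.081 that turned to −0.063 without ZKSCAN3 replicate 1. Atg8a decreased by 0.80 log2 units from M1BP RNAi to M1BP RNAi + ZKSCAN3 (FDR 0.244 by edgeR with Benjamini-Hochberg adjustment), Atg18b decreased by 1.25 (FDR 0.264) and Atg7 decreased by 1.05 (FDR 0.315), while Atg13 was 0.47 higher and Atg17 changed by −0.039, a sign that depended on scaling. Atg8a had 123 TPM (SD 3.05) in WT, 276 (SD 74.1) in M1BP RNAi, 136 (SD 41.2) in ZKSCAN3 and 160 (SD 30.4) in M1BP RNAi + ZKSCAN3. Atg7 had 7.32 TPM (SD 0.733), 27.9 (SD 19.0), 11.5 (SD 5.48) and 13.2 (SD 4.27) in the same order, and Atg1 7.64 (SD 0.105), 24.5 (SD 12.8), 13.5 (SD 6.59) and 15.7 (SD 4.83).

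**Figure D2:**
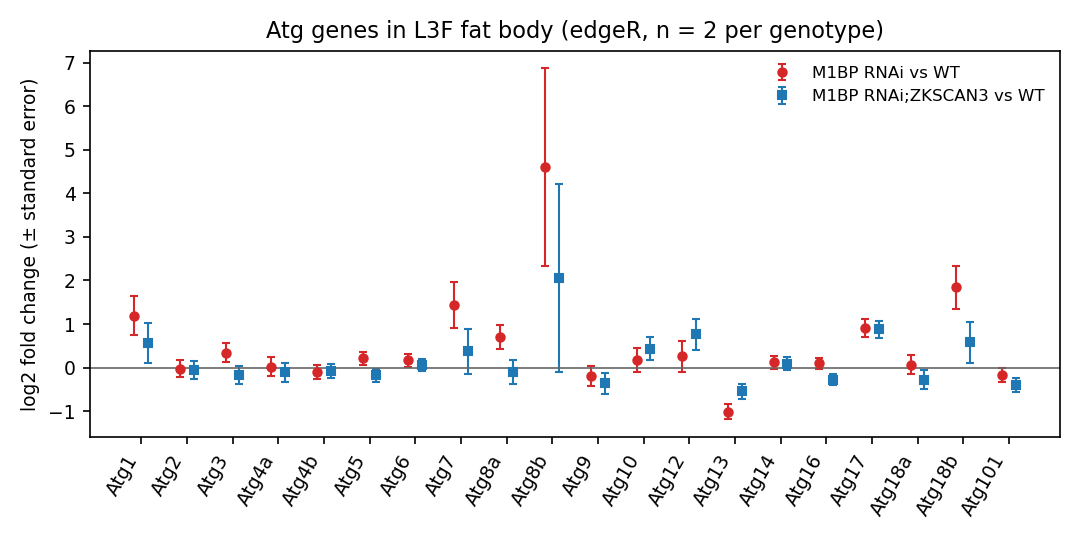
Log2 fold change with standard error of the 20 Atg genes in M1BP RNAi and in M1BP RNAi + ZKSCAN3 against WT (edgeR, 2 libraries per genotype). With DESeq2 size factors Atg4a turns lower in M1BP RNAi, and Atg8b has 3 and 0 counts in WT.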

Similar to the gene set enrichment analysis of enriched gene ontology terms affected by M1BP RNAi (Fig. S2A), Reactome Pathway analysis^36^ highlighted us to an enrichment of the Autophagy Reactome for upregulated genes upon M1BP RNAi (30% of Autophagy Reactome entities; Fig. 3C). 

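All 13 genes of the paper's Table S2, of which Atg1, Atg8a, Atg17 and Atg18b are also among the 20 Atg genes, were higher in M1BP RNAi than in WT, under every scaling and test tried, with a median log2 fold change of 1.19. At FDR 0.001 over all genes 0 of them were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and at FDR 0.05 5 were called. Adjusted over the list alone all 13 passed 0.05, but the list was chosen by the study on these same samples, so this is not independent evidence. The clearest were rdog (3R: 29158122–29164966), with a log2 fold change of 1.77 (SE 0.13, edgeR FDR 0.00342 over all genes and 8.64e-05 over the list alone), and CG31793 (2L: 19003367–19008234), with 3.07 (SE 0.41, FDR 0.0133 and 0.00147). In M1BP RNAi + ZKSCAN3, 12 of the 13 were still higher than in WT, with a median of 0.86 (0.62 to 0.91 with each library left out). CG31793 stood 3.54 above WT (edgeR FDR 0.0121) and rdog 1.34 above WT (FDR 0.00857). Genes chosen as higher in M1BP RNAi than in these WT libraries lie above WT in other comparisons with the same libraries and fall from M1BP RNAi to M1BP RNAi + ZKSCAN3 by the choice itself. No p-value of the set is therefore given here for the male contrasts, and those given with the dependence on processing are not evidence. Directly against M1BP RNAi, 11 of the 13 were lower, with a median log2 difference of −0.33. That median was −0.12 without M1BP RNAi replicate 1 and −0.20 without M1BP RNAi + ZKSCAN3 replicate 2. The interaction had a median of −0.47, and −0.63 to −0.30 with each library left out. In ZKSCAN3 alone 10 of 13 were higher than in WT (median 0.31), and without ZKSCAN3 replicate 1 that median was 0.013. At L3W 9 of 13 were higher than at L3F (median 1.40, limma's camera p-value 0.00577 and FDR = 0.0173, fry FDR = 0.00177), and CG31793 decreased by 2.58.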

Focussing on entities specifically within the Macroautophagy Reactome (Reactome Identifier R-DME-1632852), we found that 13 of the 93 Reactome identies (14%) were significantly upregulated upon M1BP RNAi (Table S2). For M1BP RNAi-downregulated genes, we observed significant enrichment of the Metabolism Reactome (23% of Metabolism Reactome entities) (Fig. 3C). The co-expression of ZKSCAN3 with M1BP RNAi restores expression of the majority of these Reactome pathway genes to wild type levels (Fig. 3C). Together, these data demonstrate that M1BP controls thousands of genes in the Drosophila fat body, the majority of which are normally deregulated during larval development and autophagy. Moreover, vertebrate ZKSCAN3 can transcriptionally control the majority of these genes, suggesting that ZKSCAN3 can bind the same genomic targets as M1BP.

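In the paper's counts of called genes, 916 of the genes called in M1BP RNAi are also called at L3W, and 1026 of 1525 are not called when ZKSCAN3 is expressed. From the differential expression and pathway analyses the paper concludes that M1BP controls genes that normally change in larval development and that ZKSCAN3 can control most of them, and proposes that ZKSCAN3 can bind the same genomic targets. In the direct contrast of M1BP RNAi + ZKSCAN3 with M1BP RNAi, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 genes at FDR 0.001 and 33 at FDR 0.05 (13 higher, 20 lower), with 2104 genes at an unadjusted p-value under 0.05. DESeq2 at FDR 0.001 called 250 genes with all 8 libraries and 172 with only these 2 genotypes. The interaction test called 0 genes at FDR 0.001, with 2083 at an unadjusted p-value under 0.05, and 3 at FDR 0.05: PolZ2 and Hsp26 with a negative and Drsl5 with a positive interaction, all named after their values were seen. For the 1026 genes that the authors' lists leave uncalled in M1BP RNAi + ZKSCAN3, the median log2 distance from WT in the M1BP RNAi direction was 1.37 and 1.11 in the 2 M1BP RNAi libraries, 0.76 and 0.35 in M1BP RNAi + ZKSCAN3 and 0.55 and 0.15 in ZKSCAN3. For the 499 that they keep it was 2.06 and 1.84 in M1BP RNAi, 1.82 and 1.81 in M1BP RNAi + ZKSCAN3 and 0.61 and 0.19 in ZKSCAN3. Both sets were chosen by thresholds on these same libraries, which by itself lowers the first set and raises the second in M1BP RNAi + ZKSCAN3.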

**Figure 3:**
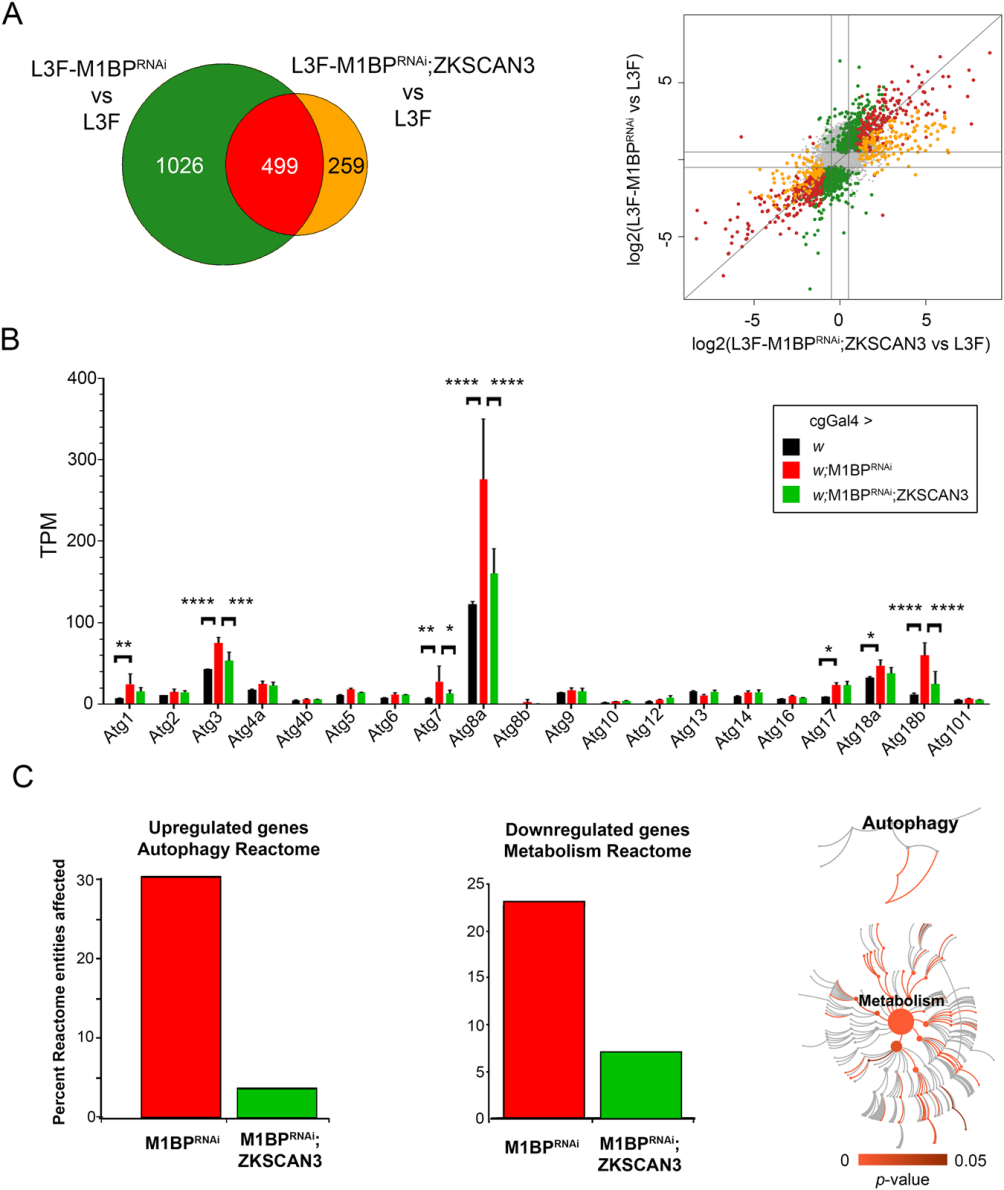
M1BP RNAi leads to widespread gene deregulation that is largely prevented through ZKSCAN3 co-expression. (**A**) Weighted Venn diagram representation of RNA-seq-identified L3F differentially expressed genes (DEGs) upon M1BP RNAi knockdown and DEGs in M1BP RNAi;ZKSCAN3 co-expressing fat body cells highlighting that more than two-thirds (1026) of M1BP RNAi-induced DEGs are prevented by ZKSCAN3 co-expression. Scatter plot of log2 fold changes in gene expression upon M1BP RNAi (ordinate) and M1BP RNAi;ZKSCAN3 (abscissa) co-expressing L3F fat body cells. Differential gene expression analyses identifying DEGs in both conditions are marked in red, genes prevented from being differentially expressed upon M1BP RNAi through ZKSCAN3 co-expression are shown in green and DEGs present in only M1BP RNAi;ZKSCAN3 fat bodies are shown in orange. Genes not differentially expressed in any condition are in grey. (**B**) Average transcripts per million (TPM) from biological replicate RNA-seq counts for all autophagy-related genes (Atg) show significant upregulation of numerous Atg genes upon M1BP RNAi that is prevented by ZKSCAN3 co-expression. Error bars represent standard deviation of mean replicate values. (**C**) Reactome pathway enrichment analysis^36^ identified the “Autophagy Reactome” pathway as significantly enriched with 30% of pathway entities being upregulated upon M1BP RNAi and the “Metabolism Reactome” as significantly enriched with 23% of pathway entities being downregulated upon M1BP RNAi. In both cases, the majority of deregulated pathway genes are restored to wild type values upon ZKSCAN3 co-expression leading to the absence of pathway enrichment. The pathway illustrations (CC BY 4.0 license) as provided by the Reactome analyses^36^ significantly affected within each of the reactomes are shown in red while not significant pathways are shown in grey.

### ZKSCAN3 binds identical genomic sites as M1BP genome-wide

We sought to compare the genomic binding profiles of ZKSCAN3 and M1BP by genome-wide ChIP-seq analyses. However, using a range of regular chromatin preparation and sonication protocols and kits, we were unable to obtain adequate DNA fragment sizes following fixation and sonication for high-resolution ChIP-seq analyses (data not shown). We believe this is due to the heavy polytinised nature of chromosomes from the Drosophila fat body (256 + copies)^37^, which may explain the lack of public whole-genome ChIP datasets from this tissue. Nevertheless, the binding profile of M1BP in Drosophila S2 cell culture cells has been extensively studied^22,38^. Thus to study whether ZKSCAN3 is capable of binding to similar genomic loci as M1BP, we established stable cell lines conditionally expressing HA-tagged ZKSCAN3 and as comparison, HA-tagged ZKSCAN4 (Fig. S3) and performed anti-HA ChIP-seq analyses. 

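The deposited ChIP-seq results were 1 peak list each for HA::ZKSCAN3 and HA::ZKSCAN4 in S2 cells, each made from 2 biological replicates. The authors mapped the reads to dm6, called peaks with MACS2 against input and combined the replicates at an irreproducible discovery rate of 1%, and high occupancy target regions had not been removed. Signal per replicate, the input and the M1BP peaks were not analysed here, so sequencing depth per sample was not measured and nothing could be counted per replicate. The sample labels and the paper's Methods give different copper sulphate doses and induction times, and 1 of the replicates titled ZKSCAN3 carries a ZKSCAN4 genotype label. The lists held 8991 ZKSCAN3 peaks, of which 8940 lay on the major chromosome arms, and 8745 ZKSCAN4 peaks, of which 8621 did. Gene coordinates in the deposited count table matched the annotation used here for 17229 of 17358 genes, and 0 peaks ran past the end of an arm. Peak centres stood in for summits, which the files do not give, and a promoter was the 5'-most gene start with 500 bp on each side. The meaning of the deposited peak score is not stated, so it was used only to rank peaks within a list. Choices that can change the numbers are the width of the window, the overlap required, the score threshold and the motif definition.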

Remapping of previous M1BP S2 ChIP-seq datasets^22^ to the BDGP Release 6 genome assembly (dm6) and peak calling with highly significant parameters (1% irreproducible discovery rate) identifies 6116 high confidence M1BP-bound genomic regions. 

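ZKSCAN3 peaks had a median width of 1044 bp (189 to 11045 bp) and covered 12343271 bp, and ZKSCAN4 peaks a median width of 854 bp (227 to 10374 bp) and covered 9910575 bp. Scores had a median of 77.1 for ZKSCAN3 (13.9 to 213) and 27.5 for ZKSCAN4 (1.01 to 252).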

Using identical stringent parameters, we identified 8991 ZKSCAN3 bound regions and 8747 ZKSCAN4 bound regions in S2 cells. Eliminating so-called high occupancy target (HOT) regions that appear indiscriminately bound by numerous transcription factors^39^, we identified 5279 M1BP peaks, 7884 ZKSCAN3 peaks, and 7734 ZKSCAN4 peaks. Comparing the genomic binding profiles of M1BP with ZKSCAN3 and ZKSCAN4, we observed that of the 5279 HOT-excluded genomic regions bound by M1BP, 87% (4590) are identically targeted by ZKSCAN3 and 52% (2768) are targeted by ZKSCAN4 (Fig. 4A). Surprisingly, of the 2768 M1BP target loci that are also targeted by ZKSCAN4, almost all (94%; 2595 peaks) are also targeted by ZKSCAN3 (Fig. 4B). These data demonstrate that while ZKSCAN4 shares some common M1BP genomic loci, the vast majority of M1BP loci are also loci targeted by ZKSCAN3. 

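ZKSCAN3 peaks lay within 500 bp of the 5'-most start of 17 of the 20 Atg genes (85%, Wilson 95% interval 64.0% to 94.8%), against 63.4% of the other genes tested in the fat body (Fisher's exact test, two-sided, p = 0.0605). ZKSCAN4 peaks did so for 13 of 20 (65%, Wilson 43.3% to 81.9%), against 41.2% of the others (Fisher's exact p = 0.0394). These intervals, like the others given for shares, cover counting error only. The comparison moved most when only the higher-scoring peaks were kept: 12 Atg genes then had a ZKSCAN3 peak (exact p = 0.185) and 6 a ZKSCAN4 peak (exact p = 0.430). With 1000 bp on each side the numbers stayed at 17 and 13 (exact p = 0.0972 and 0.114). Atg8b, Atg10 and Atg101 had no ZKSCAN3 peak. At Atg8a the ZKSCAN3 peak (X: 10766503–10769004) had score 177 and the ZKSCAN4 peak (X: 10766456–10768817) score 38.4, and the scores were 109 and 25.4 at Atg1 and 64.2 and 17.5 at Atg7. All 13 genes of Table S2 had a ZKSCAN3 peak (exact p = 0.00320) and 12 a ZKSCAN4 peak (exact p = 1.91e-04). Peaks lie at expressed genes, and neither list was matched on expression. These tests therefore do not separate the Atg and Table S2 genes from expressed genes in general. Of the control genes, Act5C had both peaks and RpL32 a ZKSCAN4 peak only, and the promoter of M1BP itself had both.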

Interestingly, of the numerous Atg autophagy genes deregulated in the Drosophila fat body upon M1BP RNAi and rescued by ZKSCAN3 co-expression (Fig. 3B), many of their promoters are also M1BP targets and these promoters are also targeted by ZKSCAN3 (Fig. 4C–E).

**Figure 4:**
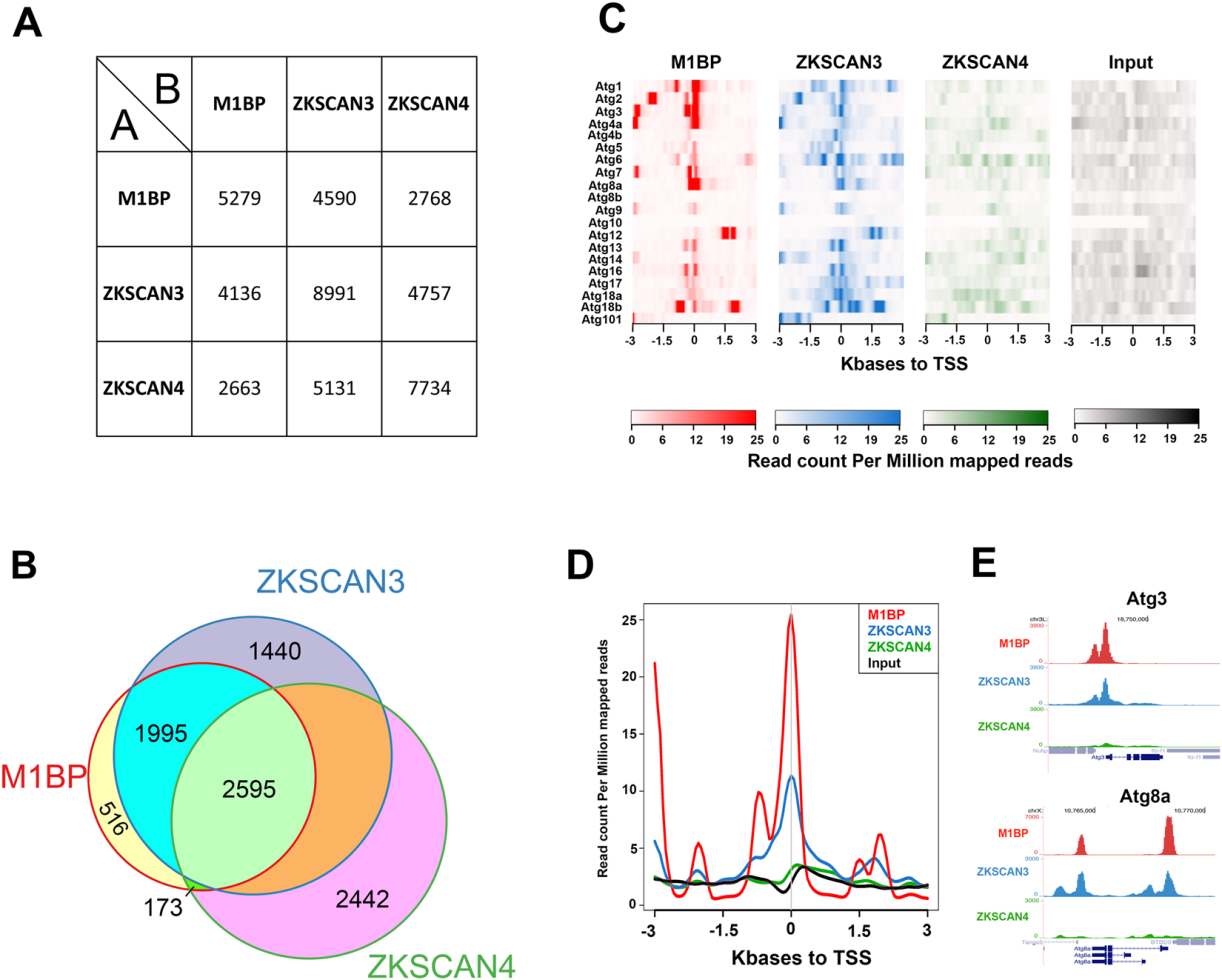
ZKSCAN3 binds identical M1BP genomic targets in Drosophila S2 cells. (**A**) Pairwise ChIP peak intersection analyses is shown with of the number of peaks in the “A” peak datasets (vertical dataset identity) overlapping with peaks of the “B” peak dataset (horizontal dataset identity) displayed. (**B**) Weighted Venn diagram representation of the number of M1BP peaks overlapping with ZKSCAN3, ZKSCAN4 or both ZKSCAN3 and ZKSCAN4 peaks are shown. Since the numbers of peaks change slightly depending on which dataset is used as the source identity (see “A” versus “B” and vice versa in (B) above), only the numbers of peaks not overlapping with any other dataset can be shown for ZKSCAN3 and ZKSCAN4. (**C**) Normalised ChIP sequencing count reads of M1BP, ZKSCAN3, and ZKSCAN4 ChIP and input genomic DNA within a 3-Kb window around the TSS of the 20 Drosophila Atg genes show that M1BP and ZKSCAN3 arestrongly enriched at the promoters of most Atg genes. (**D**) Genomic profiling of normalised ChIP reads of data from (C) showing enrichment of M1BP and ZKSCAN3 at the promoters of Atg genes. (**E**) Genome browser profiles demonstrating that M1BP and ZKSCAN3 target similar autophagy related gene (Atg) promoters in S2 cells.

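Between the deposited lists, before removal of high occupancy target regions, 5659 of 8991 ZKSCAN3 peaks (62.9%, Wilson 61.9% to 63.9%) overlapped a ZKSCAN4 peak by at least 1 bp, and 6221 of 8745 ZKSCAN4 peaks (71.1%, Wilson 70.2% to 72.1%) overlapped a ZKSCAN3 peak. Peaks placed at random on the arms overlapped in 13.9% and 15.5%. The shares moved most when the overlap had to cover 50% of both peaks, to 46.9% and 48.2%, and among the higher-scoring 4496 and 4373 peaks they were 50.1% and 56.2%. Shared peaks scored higher than peaks of a single list, with medians of 90.6 and 56.8 for ZKSCAN3 and 32.8 and 18.5 for ZKSCAN4.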

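Known sites were counted instead of a new motif search: exact GGTCACACT, the core of Motif 1, and exact GATAAG for GATA factors, within 100 bp of each peak centre and in flanking windows of the same width. Motif 1 was present in 161 of 8948 ZKSCAN3 peaks (1.80%, Wilson 1.54% to 2.10%) against 0.319% of flanking windows, a ratio of 5.65, and in 0.834% of ZKSCAN4 peaks against 0.296%, a ratio of 2.82. GATAAG was present in 11.5% of ZKSCAN3 peaks and 11.6% of ZKSCAN4 peaks, each against 10.4% of flanking windows and each with a ratio of 1.11. The Motif 1 ratio moved most in peaks away from gene starts, where it was 1.07 for ZKSCAN3 (8 of 3756 peaks) and 0.737 for ZKSCAN4, so the excess came from peaks at gene starts. With 1 mismatch allowed the Motif 1 ratios were 2.23 and 1.48. Of the 1427 exact Motif 1 sites on the arms, 847 (59.4%) lay in ZKSCAN3 peaks and 431 (30.2%) in ZKSCAN4 peaks, which cover 9.20% and 7.35% of the arms. Of the 61566 GATAAG sites, 12.9% and 11.2% did.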

Since the DNA recognition sites of ZKSCAN3 and ZKSCAN4 *in vivo* have not been experimentally determined, we performed *de novo* motif discovery on ZKSCAN3 and ZKSCAN4 peaks and found that the most significant overrepresented motif at ZKSCAN3 genomic targets highly resembles the M1BP “Motif 1” binding motif^38^, whereas ZKSCAN4 peaks are overrepresented with DNA binding motifs resembling that of GATA transcription factors (Fig. 5A). While ZKSCAN3 and ZKSCAN4 are similar in protein sequence identity (see Fig. 1B), the DNA sequence motif overrepresentation in genomic binding sites is clearly distinct.

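Peaks found in only 1 of the lists separated the factors for Motif 1: 90 of 3306 ZKSCAN3-only peaks held it (2.72%, Wilson 2.22% to 3.33%) and 2 of 2425 ZKSCAN4-only peaks (0.0825%, Fisher's exact test, two-sided, odds ratio 33.9, p = 1.90e-19). Among such peaks over 500 bp from every gene start, 4 of 1306 and 1 of 1987 held Motif 1 (odds ratio 6.10, Fisher's exact p = 0.0843). Away from gene starts the difference was therefore not resolved. Over all peaks of only 1 list GATAAG did not separate the factors, with 10.9% and 11.7% (Fisher's exact p = 0.374). With the shorter GATAA the direction between the 2 lists turned (Fisher's exact p = 0.501). Among the higher-scoring peaks GATAAG was in 10.5% of all ZKSCAN3 peaks (Wilson 9.63% to 11.4%, 1.02 times the flanks) and 12.2% of all ZKSCAN4 peaks (Wilson 11.3% to 13.3%, 1.12 times), and in 10.5% and 13.0% of those in only 1 list (Fisher's exact p = 0.104).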

**Figure 5:**
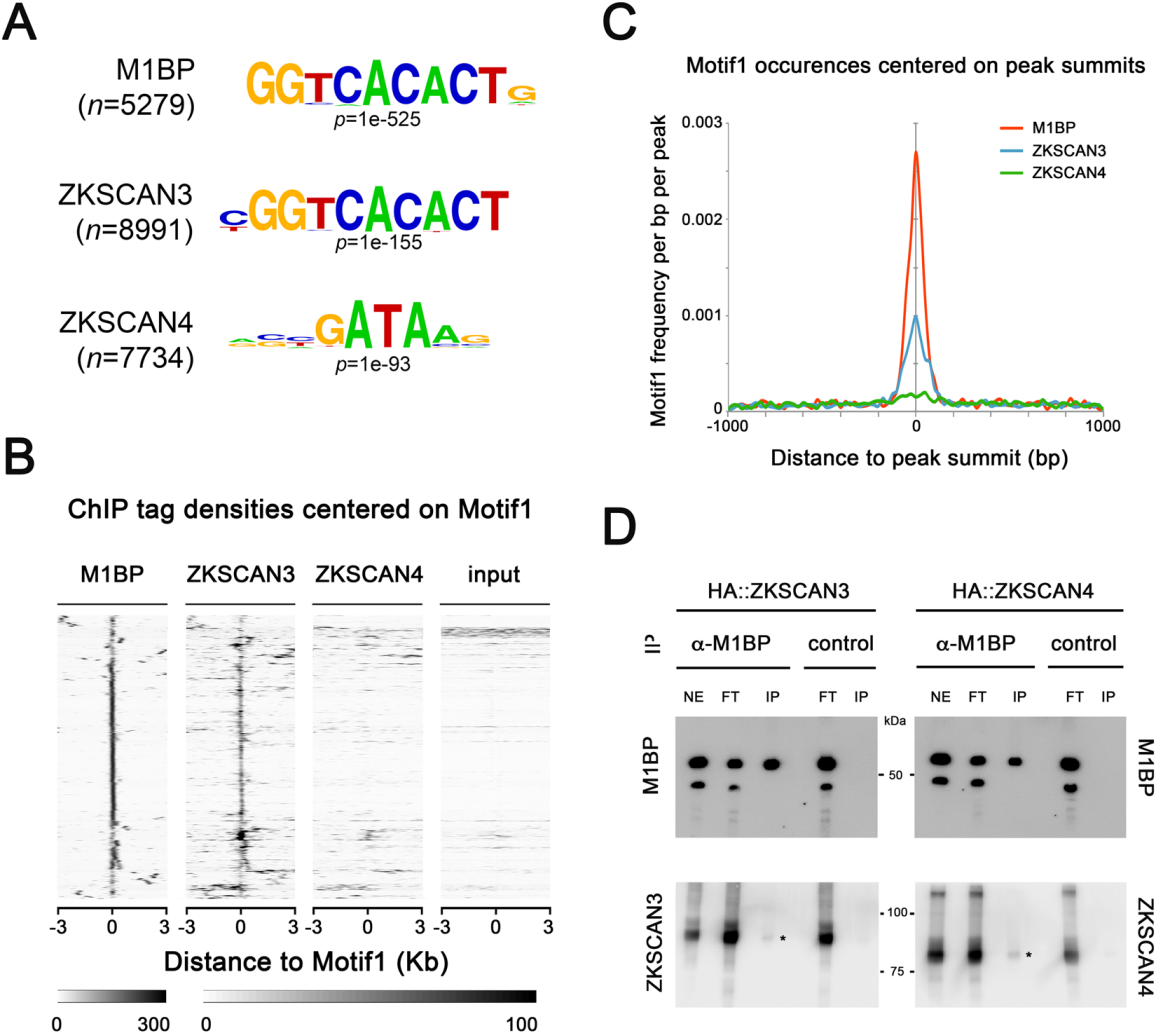
ZKSCAN3 binds the same Motif 1 DNA motif as M1BP. (**A**) The most significant DNA sequence motif found by *de novo* motif discovery analyses on high confidence called peaks (1% irreproducible discovery rate) of M1BP (*n* = 5279 peaks), ZKSCAN3 (*n* = 7884 peaks), and ZKSCAN4 (*n* = 7734 peaks) ChIP-seq profiles shows that Motif 1 DNA element^57^ is significantly enriched at ZKSCAN3 and M1BP peaks. (**B**) Sequence tag densities of M1BP, ZKSCAN3 and ZKSCAN4 ChIP and input DNA centred on Motif1 at M1BP peaks shows that ZKSCAN3, but not ZKSCAN4 preferentially targets Motif 1 DNA sequences in Drosophila. (**C**) The frequency of Motif 1 position weight matrix occurrences on all M1BP, ZKSCAN3, and ZKSCAN4 ChIP peak summits show that like M1BP, Motif 1 is enriched at ZKSCAN3 ChIP peak summit binding locations. (**D**) ZKSCAN3 and ZKSCAN4 show little physical interaction with M1BP. M1BP was immunoprecipitated from HA::ZKSCAN3 and HA::ZKSCAN4-expressing Drosophila cell lines and probed for ZKSCAN3 or ZKSCAN4 interaction with anti-HA antisera. The low levels of both ZKSCAN3 and ZKSCAN4 interacting with M1BP (asterisks) cannot explain the ZKSCAN3-specific binding to Motif 1, since both both ZKSCAN3 and ZKSCAN4 were immunoprecipitated at equal amounts.

While the M1BP binding motif was overrepresented in ZKSCAN3 ChIP-seq peaks, this overrepresentation analysis does not address whether the M1BP Motif 1 binding motif is the DNA recognition site of ZKSCAN3. Studying either the ChIP enrichment at M1BP peaks of all occurrences of Motif 1 (Fig. 5B) or where Motif 1 is localised respective to each ChIP peak summits, representing where the highest quantity of transcription factor binding (Fig. 5C), we found that like M1BP, ZKSCAN3, but not ZKSCAN4, is highly enriched at genomic regions containing and centred on the Motif 1 DNA binding motif. These data suggest that ZKSCAN3 recognises the same DNA element as M1BP. However, it is possible that ZKSCAN3 is not binding Motif 1 directly, but localising to these sites through direct interaction with M1BP. 

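Around peak centres, exact Motif 1 sites reached 6.15 per 1000 ZKSCAN3 peaks in the 50 bp bin from 100 to 150 bp and 5.81 in the bin from −150 to −100 bp, against 0.224 to 1.45 in the bins more than 750 bp from the centre on either side. For ZKSCAN4 the highest bin, from 0 to 50 bp, held 3.01 per 1000 peaks. The files give no summits, so the distance of a site from a summit was not measured. Within 500 bp of Atg gene starts, exact Motif 1 occurred at Atg3 and Atg8a only. At Atg3 the site (3L: 18748353–18748361, minus strand) lies at −330 bp from the start in the sequence CGATAGCTTCGGTCACACTATGTCCATTC, and at Atg8a (X: 10768526–10768534, plus strand) at −192 bp in ACACACCTACGGTCACACTGCACATATAA. Both sites lie inside a ZKSCAN3 peak and inside a ZKSCAN4 peak. From the motif and its position the paper proposes that ZKSCAN3 recognises the same element as M1BP. A core within the whole peak was found in 8.81% of ZKSCAN3 peaks and 4.74% of ZKSCAN4 peaks.

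**Figure D3:**
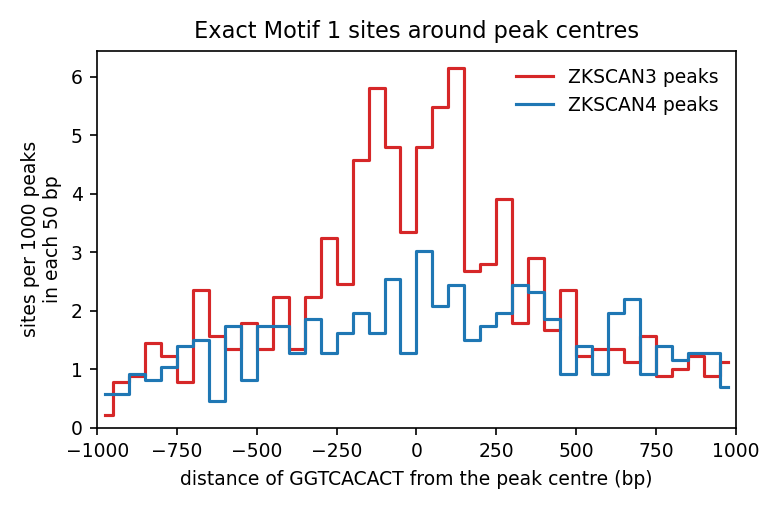
Exact Motif 1 sites (GGTCACACT) per 1000 peaks in 50 bp bins around the centres of ZKSCAN3 (red) and ZKSCAN4 (blue) peaks. The highest bins hold 6.15 and 3.01 sites per 1000 peaks.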

While it isn’t possible to perform ZKSCAN3 ChIP in the absence of M1BP, due to either premature autophagy induction^22^ or cell cycle arrest^40^ upon M1BP knockdown, we believe that ZKSCAN3 binding to Motif 1 is not simply through protein-protein interaction with M1BP, since we observed no ZKSCAN3-specific direct interaction with M1BP (Fig. 5D).

These data suggest that M1BP and ZKSCAN3 are likely direct repressors of autophagy-related gene expression, whereby loss of M1BP/ZKSCAN3 function leads to Atg upregulation, which is essential for both autophagy induction and progression^41^. Thus, given that ZKSCAN3 can target identical genomic regions as M1BP in Drosophila cell lines and can restore the expression of the majority of genes deregulated through M1BP RNAi in Drosophila fat body tissue, these data strongly suggest that ZKSCAN3 replaces M1BP function in autophagy repression through similar transcriptional mechanisms employed by M1BP and not simply as an alternative repressor of autophagy.

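Genes that respond to M1BP RNAi in the fat body were joined to the ZKSCAN3 peaks at their promoters in S2 cells. Against uncalled genes the difference depended on the call. Against genes matched on expression the share was lower in each of the 3 larger sets, for genes higher and for genes lower in M1BP RNAi. All 4 genes of the edgeR call at FDR 0.001 had a ZKSCAN3 and a ZKSCAN4 peak (Fisher's exact test, two-sided, against uncalled genes, p = 0.304 and 0.0288). CG42362 and CG42363 have the same start, so the 4 genes are not separate promoters and these p-values are too small. Random lists matched on mean expression had a ZKSCAN4 share of 57.4% for these 4 genes (permutation p = 0.208). Among genes higher in M1BP RNAi, 322 of 461 (69.8%) had a ZKSCAN3 peak with the edgeR call at FDR 0.05, against 62.7% of uncalled genes (Fisher's exact p = 0.00189), and 435 of 647 (67.2%) with DESeq2 fitted to only the 2 genotypes, against 68.6% (Fisher's exact p = 0.456). Peaks lie at expressed genes, so random lists matched on mean expression were drawn as well, a test added after the values were seen: their mean share was 73.6% for the 461 genes (permutation p = 0.0444), 80.0% for the 647 genes (permutation p = 0.0002, the smallest that 10000 lists can give), and 72.5% for the 419 genes called higher by DESeq2 with all 8 libraries, of which 64.7% had a peak (permutation p = 0.0004). Genes lower in M1BP RNAi showed the same deficit for ZKSCAN3, each with permutation p = 0.0002. Their shares were 72.0% against 80.0% in matched lists (edgeR at FDR 0.05) and 70.9% against 79.9% (DESeq2 with all 8 libraries). With DESeq2 fitted to only the 2 genotypes they were 68.6% against 80.8%. For ZKSCAN4 the share of the 647 genes was 53.0%, against 52.2% in matched lists. Genes lower in M1BP RNAi also had fewer ZKSCAN4 peaks than matched lists, so their deficit was not specific to ZKSCAN3. The shares were 48.3% against 54.7% with edgeR at FDR 0.05 (permutation p = 0.0022). DESeq2 gave 49.0% against 55.0% with all 8 libraries (permutation p = 0.0028) and 49.6% against 55.1% with only the 2 genotypes (permutation p = 0.0002). Exact Motif 1 within 500 bp of the start was not more frequent in the 647 higher genes (8.96%) than in uncalled genes (11.0%, Fisher's exact p = 0.103). Among the genes of the same DESeq2 fits, those not called in M1BP RNAi + ZKSCAN3 had a ZKSCAN3 peak more often than those still called, 738 of 1034 (71.4%) against 307 of 502 (61.2%, Fisher's exact p = 7.14e-05, permutation within classes of mean expression p = 0.0022). For genes lower in M1BP RNAi the shares were 73.1% and 59.5% (permutation p = 0.0044), and for genes higher in M1BP RNAi 69.0% and 63.5% (permutation p = 0.280). ZKSCAN4 peaks showed the same difference, 54.8% against 43.2% (permutation p = 0.0006), so it was not specific to ZKSCAN3. For ZKSCAN3, DESeq2 with all 8 libraries gave 70.3% against 66.2% (permutation p = 0.0838), and edgeR at FDR 0.05 gave 73.8% against 67.6% (permutation p = 0.0078), with permutation p = 0.056 for the lower and 0.065 for the higher genes. The paper proposes from the shared regions and the restored genes that ZKSCAN3 takes the place of M1BP by a similar mechanism. Of the restored genes, 28.6% had no ZKSCAN3 peak at their 5'-most start.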

### M1BP can repress autophagy induction due to cytoplasmic ZKSCAN3 translocation in vertebrates

In vertebrates, autophagy is induced under lysosomal stress and starvation conditions due to the relocalisation of ZKSCAN3 from the nucleus to cytoplasm^16^. To further investigate the interchangeable nature of M1BP and ZKSCAN3 function in the control of autophagy, we asked whether Drosophila M1BP could functionally replace ZKSCAN3 in autophagy repression under starvation conditions in vertebrates. Using LC3A as an autophagy marker, under starvation conditions, autophagy is induced in vertebrate cells through the relocation of ZKSCAN3 from the nucleus to the cytoplasm (Fig. 6A,B and Chauhan, *et al*.^16^). We found that transfected Drosophila M1BP is nuclear, even under starvation conditions (Fig. 6C). This nuclear localisation of M1BP was sufficient to significantly inhibit autophagy induction, where cytoplasmic LC3A accumulation is inhibited (Fig. 6D) and autophagy related gene expression is restored (Fig. 6E). M1BP binds a highly stringent DNA sequence of nine nucleotides, called Motif1 (Ref. ^38^ and see Fig. 5A). To better understand how Drosophila M1BP can transcriptionally regulate these vertebrate autophagy genes, we performed bioinformatics analyses of the promoters of known vertebrate Atg transcripts (*n* = 48). We found that nearly all (46/48) of these Atg transcripts contained a highly significant match for Motif1 within their promoters (Table S3), suggesting that Drosophila M1BP can bind this promoter sequence in vertebrates to regulate autophagy gene expression. These data suggest starvation-induced autophagy due to the cytoplasmic relocation of ZKSCAN3 can be prevented through the function of Drosophila M1BP in the nucleus.

**Figure 6:**
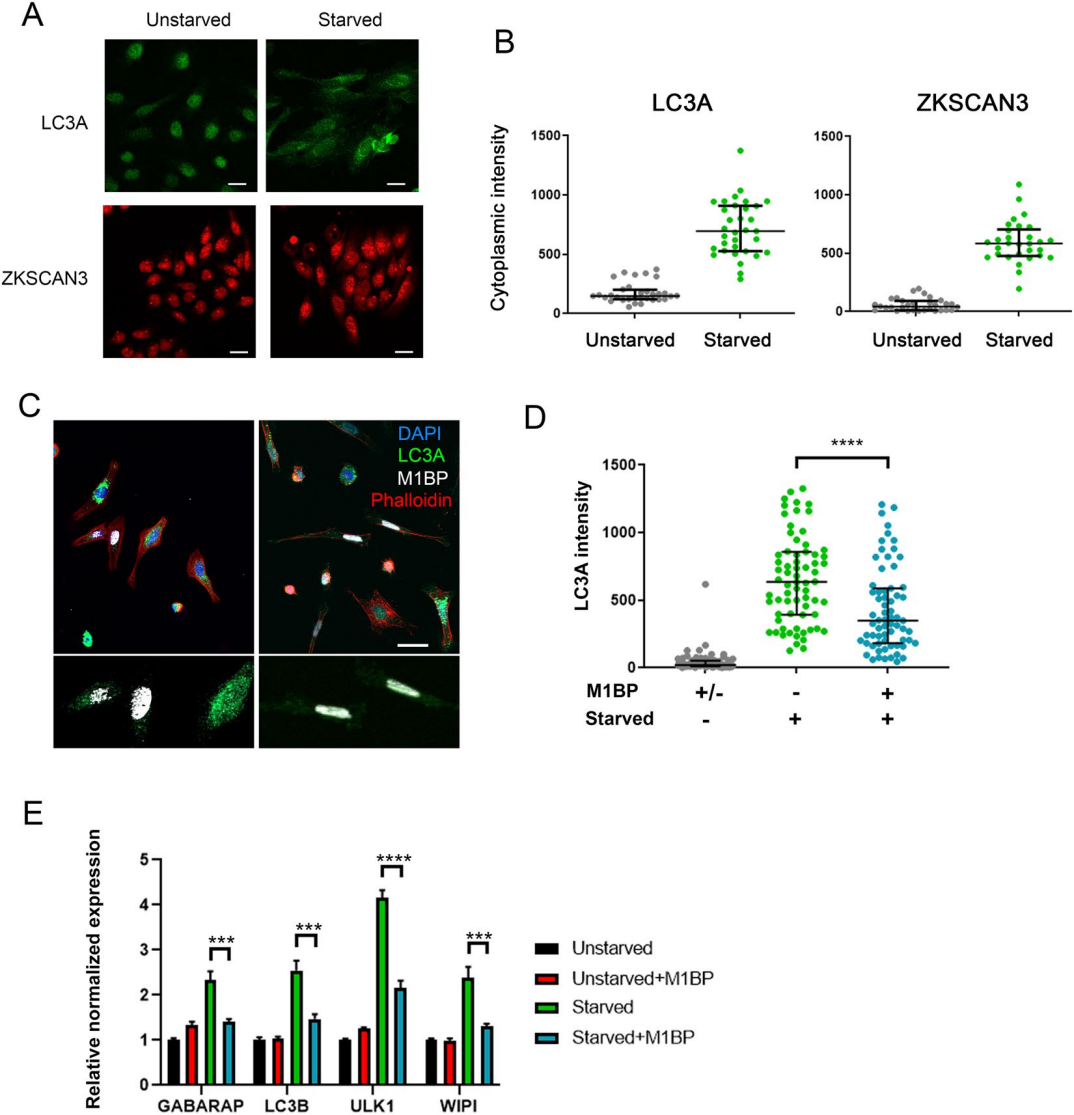
M1BP expression can prevent starvation-induced autophagy when expressed in vertebrate cells. (**A**) Representative immunofluorescent staining of unstarved and starved HeLa cells showing increased cytoplasmic staining of LC3A (green) and ZKSCAN3 upon starvation. Scale 25 µm. (**B**) Quantification of cytoplasmic immunofluorescence signal of LC3A and ZKSCAN3 in unstarved and starved HeLa cells confirming autophagy induction through the shuttling of ZKSCAN3 into the cytoplasm. (**C**) Representative immunofluorescence staining of LC3A (green) in independent experiments of starved HeLa cells demonstrates that cells containing transiently transfected M1BP (white) display generally lower levels of cytoplasmic LC3A accumulation. Nuclei are counterstained with DAPI (blue) and cell membranes marked with Phalloidin (red). Enlarged views of M1BP-transfected cells showing diminished cytoplasmic LC3A staining are shown below the main images. Scale 50 µm. (**D**) Quantification of cytoplasmic LC3A immunofluorescence signal in unstarved and starved HeLa cells demonstrates significant reduction of cytoplasmic LC3A in cells transiently transfected with M1BP. (**E**) RT-qPCR analyses of key vertebrate autophagy genes induced upon HeLa cell starvation demonstrate induction of expression is significantly inhibited in cells transiently transfected with M1BP.

Collectively, these data demonstrate that vertebrate ZKSCAN3 and Drosophila M1BP are homologous transcription factors that bind similar genomic sequences in Drosophila and can functionally replace each other in autophagy repression.

## Discussion

Autophagy is a tightly controlled cellular process that is essential in maintaining cellular homeostasis and can play a protective or destructive role in disease. Thus, identifying the factors and mechanisms at the heart of autophagy repression is essential for anti-cancer therapeutic targeting^42^. The identification of ZKSCAN3 as a master repressor of autophagy induction^16^ provides a potential therapeutic anti-cancer target, particularly in cancers that inactivate nuclear ZKSCAN3 function for autophagy induction and increased energy production^43^. A *Zkscan3* knock-out mouse model, displaying no apparent autophagy-related phenotypes questioned whether ZKSCAN3 was a repressor of autophagy induction in animal tissue, outside of the transformed cell line *in vitro* model within which is autophagy repressive function was demonstrated^18^. Here, we show that vertebrate ZKSCAN3 is capable of repressing premature autophagy induction in developing Drosophila tissue. Importantly, we show that ZKSCAN3 transcriptionally restores normal autophagy-related gene expression induced by loss of M1BP function (Fig. 3B), most likely through direct binding to their promoters (Fig. 4C), providing important potential mechanistic insight into how ZKSCAN3 can inhibit autophagy induction. Furthermore, identifying the preferred binding sequence motifs of ZKSCAN3 affords an explanation as to how ZKSCAN3 can functionally replace M1BP in autophagy repression, through binding identical genomic sequences.

These data demonstrate that ZKSCAN3 can regulate autophagic processes in a developing animal and that this function is evolutionary conserved. It has also been suggested that the absence of autophagy phenotypes in the *Zkscan3* knock-out mouse model may be due to functional compensation by the paralogous Zkscan4 protein^18^. Our data demonstrate that ZKSCAN4 in Drosophila, is not capable of repressing autophagy from loss of M1BP function. However, given that insect-specific ZAD-domain in M1BP has much evolved to give rise to the vertebrate KRAB domain in ZKSCAN3/4^23–25^, it is possible that the highly related *ZKSCAN3* and *ZKSCAN4* genes are both evolutionary homologues of Drosophila M1BP, but only ZKSCAN3 has retained the ability to repress autophagy in the manor performed by Drosophila M1BP. This would allow the hypothesis that in the natural vertebrate context, ZKSCAN4 can compensate for loss of ZKSCAN3 function in autophagy repression, yet when challenged in an evolutionary ancient model system, only ZKSCAN3 is capable of performing this task.

In the regulation of autophagy, it is noteworthy that in order to induce autophagy, the cellular mechanisms employed by Drosophila and vertebrates would appear to have evolved: In Drosophila, the nuclear function of both M1BP and Hox transcription factors are mutually required to prevent autophagy induction^22^ whereby Drosophila clear all Hox function to induce autophagy during development or under starvation conditions^15^; in vertebrates, while the underlying reasons remain unknown, the mechanisms of autophagy induction have evolved to require the nuclear eviction of ZKSCAN3 by JNK2/p38-mediated phosphorylation of Thr153 within a nuclear export signal sequence^16,17^, a sequence which is not conserved in Drosophila M1BP (data not shown).

M1BP is known to bind promoters of genes with gene ontology terms linked to metabolism^22,38^ and our data show that metabolic gene expression is lost upon M1BP knockdown (Figs. S2A and 3C) suggesting that M1BP promoter binding to these genes actively controls their expression. Thus, since loss of M1BP expression leads to loss of metabolic gene expression and that changes in cellular metabolism are well known to induce autophagy^44,45^, this could be the cellular signal that leads to autophagy induction upon loss of M1BP function. Given that ZKSCAN3 transcriptionally rescues defects in metabolic gene transcription due to M1BP RNAi (Fig. 3C), this also suggests that, like M1BP, ZKSCAN3 regulates metabolic gene expression. From a mechanistic point of view, the sharing of promoter binding sequences and gene regulation by M1BP and ZKSCAN3 also suggests that both proteins control gene expression though similar molecular mechanism. As M1BP controls transcription through RNA Pol II pausing^38^, ZKSCAN3 may also control this process, a hypothesis that remains to be tested.

Finally, as ZKSCAN3 dysregulation contributes to numerous human cancers^43,46–51^ and that metabolic reprogramming is a hallmark of the tumour microenvironment (reviewed in^52^), the knowledge that Drosophila M1BP and vertebrate ZKSCAN3 are functionally homologous proteins controlling autophagy and metabolic gene expression will allow use of the powerful Drosophila model system to study ZKSCAN3 function in metabolism, autophagy control and cancerogenesis.

## Materials and Methods

### Fly stocks

The following lines UAS-3xmyc::ZKSCAN3 and UAS-3xmyc::ZKSCAN4 were established by using a pUAST plasmid encoding 3xmyc epitope tag (p131) and cDNA of vertebrate ZKSCAN3 variant 1 (NM_001145778.1) and ZKSCAN4 (IMAGE clone 4336904). Drosophila injections for establishing the ZKSCAN3 and ZKSCAN4 UAS fly lines were performed by TheBestGene (USA). For M1BP loss of function the line UAS-M1BP^RNAi^ 30016kk was obtained from the Vienna Drosophila Stock center. The fat body specific cgGal4 (Bloomington 7011) and ubiquitous Act5C-Gal4 (Bloomington 3954) driver lines was obtained from the Bloomington stock centre. For clonal analysis, the *y w hsflp; r4-mCherry-Atg8a Act* > *CD2* > *GAL4 UAS-GFPnls* fly stock was used (a gift from T.Neufeld).

### Imaging

For immunofluorescences, around 10 larval fat bodies are dissected per condition in 0.01 M PBS/0,7% NaCl, fixed for 1 h in 1.8% formaldehyde in PBS and washed for 10 min in PBS followed by 15 min in PBTX-DOC (PBS, 0.1% Triton X-100, 0.05% DOC). After 1 H of blocking in 1% BSA/PBTX-DOC, fat bodies were incubated overnight with primary antibodies at 4 °C. Following 3 × 30 min washes with PBTX-DOC, secondary antibodies were added for 1 H. After washing for 1 H in PBTX-DOC followed by 15 min in PBS, fat bodies were mounted in Vectashield and visualised using confocal (Zeiss LSM 880) or apotome (Zeiss AxioImager APO M2) fluorescence microscopy.

Transmission electron microscopy of fat bodies from larvae of cgGal4 > UAS-M1BP^RNAi^, cgGal4 > UAS-M1BP^RNAi^; ZKSCAN3 and control cgGal4 > + were dissected, fixed and processed as described in^15^.

### Antibodies

The following primary antibodies were used: rat anti-atg8a (a gift from G. Jusász), rabbit anti-M1BP^22^, mouse anti-c-Myc (9E10; Santa Cruz Biotech; SC-40), mouse anti-His (Abcam; ab9136) and rabbit anti-LC3A (Cell Signaling Techology).

### Quantitative RT-PCR

Total RNA was isolated from 10 fat bodies of males (gonads removed) in L3F with the RNeasy Mini Kit (Qiagen) and either sent for RNA-seq, after verification of the RNA quality on Bioanalyser (Agilent), or the RNA was reversed transcribed to cDNA by using the SuperScript III according to the manufacturer’s instructions (Life Technologies). qRT-PCR was carried out with SYBR green mix (Life Technologies) and performed in triplicate on CFX96 thermocycler (BioRad). Data and statistical tests were analysed on CFX manager software (BioRad).

The following Drosophila-specific primers were used for qRT-PCR on fat bodies:

M1BP F: CGCATGGCCTTTGAACTT

M1BP R: GAAGCGCGACTGACAGAGTT

Atg8a F: GGGAGCCTTCTCGACGAT

Atg8a R: TTCATTGCAATCATGAAGTTCC

Atg8b F: CGGTGGGATCACATTGTTTA

Atg8b R: ATCCGCAAGCGTATCAATCT

Atg7 F: GGCTGTCATCGATGTTCATTT

Atg7 R: TTTCTGCTTCAGCAATGTCC

ZKSCAN3 F: AGCAGGATTCATCTCAGGGGA

ZKSCAN3 R: ACTCTTTCCACATTCATGGCAGA

ZKSCAN4 F: GGTGGTGGTGCTATTGGAGT

ZKSCAN4 R: GTCACCAACGGGAACCTG

U6 F: CGATACAGAGAAGATTAGCATGGC

U6 R: GATTTTGCGTGTCATCCTTGC

Rp49 F: CGCTTCAAGGGACAGTATCTG

RP49 R: AAACGCGGTTCTGCATGA

Actin5c F: TCAGTCGGTTTATTCCAGTCATTCC

Actin5c R: CCAGAGCAGCAACTTCTTCGTCA

### ChIP-seq experiments

S2-DRSC cells (Drosophila Genomics Resource Center, stock #181) were cultured at 25 °C in Schneider’s medium (Clinisciences) supplemented with 10% FBS. HA-tagged ZKSCAN3 or ZKSCAN4 were cloned into pMK33/pMtHy (Drosophila Genomics Resource Center), transfected into S2-DRSC cells and stable lines generated through Hygromycin B selection over a 4-week period. ZKSCAN3 or ZKSCAN4 were induced with 100 µm CuSO_4_ addition to the media for 48 h before chromatin preparations and anti-HA ChIP performed as previously described^22^. Anti-HA ChIP-seq on untransfected and CuSO_4_-induced S2 cells has previously been performed yielding no significant anti-HA ChIP peaks^22^.

### High-throughput sequencing and analysis

Sequencing was performed on libraries prepared from duplicates of ChIP or RNA preparations. RNA-seq libraries were prepared using the TruSeq RNA Sample Preparation Kit (Illumina) and ChIP-seq libraries were prepared using theMicroPlex Library Preparation Kit (Diagenode) following the manufacturer’s instructions. All libraries were validated for concentration and fragment size using Agilent DNA1000 chips. Sequencing was performed on a HiSeq. 4000 or Next-seq. 500 sequencer (Illumina) using a 150-nt paired-end protocol. Base calling performed using RTA (Illumina) and quality control performed using FastQC.

M1BP S2 ChIP-seq sequences were previously generated (GSE101557) and remapped to the dm6 UCSC Drosophila genome release using Subread Aligner^53^ (version 1.6.1) resulting in an average of 14.1 × 10^6^ mapped reads from both replicates. ZKSCAN3 and ZKSCAN4 ChIP-seq sequences were mapped to the dm6 UCSC Drosophila genome release resulting in an average of 42.8 × 10^6^ ZKSCAN3 and 35.6 × 10^6^ ZKSCAN4 mapped reads per replicate. High confidence binding sites were determined through peak calling using MACS2 (version 2.1.1.20160309) using an irreproducible discovery rate (IDR) of 1% for all ChIP-seq data as outlined by the ENCODE and modENCODE consortium using each biological replicate. IDR peaks localising to HOT regions were removed resulting in 5279 M1BP peaks, 7884 ZKSCAN3 peaks and 7734 ZKSCAN4 peaks. Comparison of binding of ZKSCAN3 and ZKSCAN4 to M1BP genomic targets was performed using BEDTools^54^ “intersect” using M1BP peaks as the “A” dataset and ZKSCAN3 or ZKSCAN4 peaks as the “B” dataset to allow direct comparison of co-targeted regions.

*De novo* motif discovery was performed on all high confidence M1BP, ZKSCAN3, and ZKSCAN4 peak region centers in S2 cells using Homer. Similarity matching of identified motifs with known motifs was performed using STAMP and the most significant overrepresented motif shown.

Analysis of Motif1 binding site matches in the promoters of vertebrate Atg genes was performed using FIMO of the MEME SUIT of tools^55^.

For RNA-seq analyses, raw counts from RNA-seq were obtained using featureCounts from the Subread package^53^ (Version 1.6.1). Differentially expressed genes were called using DESeq2^56^ (version 1.14.1) using a false discovery rate (p-adjusted value in DESeq2) threshold of 0.001.

### Vertebrate cell culture

HeLa cell line was cultured at 37 °C with 5% CO_2_ in Dubelcco’s modified Eagle’s medium (DMEM) supplemented with 1% FBS from ATCC. Transient transfection was performed with X-tremeGENE^™^ HP DNA Transfection Reagent (Sigma-Aldrich) following the manufacturer’s instructions. For starvation, cells were cultured for 4 H in DMEM without amino acid and with a low concentration of glucose as previously described^15^.

For qRT-PCR, 0.5 × 10^6^ cells were seeded and extracted as described above. The following primers were used:

M1BP F: CGCATGGCCTTTGAACTT

M1BP R: GAAGCGCGACTGACAGAGTT

LC3B F: CGCACCTTCGAACAAAGAG

LC3B R: CTCACCCTTGTATCGTTCTATTATCA

ULK1 F: CAGACGACTTCGTCATGGTC

ULK1 R: AGCTCCCACTGCACATCAG

GABARAP F: CGGGTGCCGGTGATAGTAGA

GABARAP R: TGAGATCAGAAGGCACCAGGTA

WIPI F: TCAAACTCGAGACTGTGAAAGAAA

WIPI R: AGCACTTTCCCGAAGTACCC

ZKSCAN3 F: TTCATCTCAGGGGAATCTCTG

ZKSCAN3 R: GAGGCAAGTCCCTGCTCTTA

GAPDH F: GTCAAGGCTGAGAACGGGAA

GAPDH R: AAATGAGCCCCAGCCTTCTC

B-actin F: AGAGCTACGAGCTGCCTGAC

B-actin R: AGCACTGTGTTGGCGTACAG

RNA18S F: CCGATTGGATGGTTTAGTGAG

RNA18S R: AGTTCGACCGTCTTCTCAGC

## Supplementary information

Supplementary Figures.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

## Data Availability

Data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE149116.

How the deposited data were processed for this re-analysis (not part of the article)

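RNA-seq was measured in fat bodies of male L3F larvae in 4 genotypes (WT, M1BP RNAi, ZKSCAN3 and M1BP RNAi + ZKSCAN3, 2 libraries each) and of female L3F and L3W larvae (2 libraries each), and ChIP-seq of HA::ZKSCAN3 and HA::ZKSCAN4 in S2 cells (2 replicates each, merged by the authors into 1 peak list per factor). Samples were grouped by the titles and descriptions deposited with them.

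The count values were made by the authors, who aligned the reads uniquely to dm6 with Subread and counted them per gene with featureCounts, unstranded, each mate counted on its own, and a read overlapping several genes counted for each. The deposited tables hold raw counts of 17494 genes. The log2 values in the deposited tables are log2 fold changes that the authors computed with DESeq2. The p-value column of those tables is DESeq2's adjusted p-value as deposited, and only genes under 0.001 are listed. The score of each peak comes from the authors' MACS2 peak calling at an irreproducible discovery rate of 1%, and the deposited headers do not say what the score measures. TPM was computed here from the deposited counts and exon lengths as the authors counted them, and CPM from the counts and TMM factors.

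Total counts per library are given at the RNA-seq passage for the males and at the L3W passage for the females. An upper limit of 3 counts for a gene without reads came to 0.0305 CPM in the library with the lowest limit and 0.0590 CPM in the male library with the highest. Limits, Wilson intervals and Fisher's exact tests treat reads, peaks or genes as independent and cover counting error only.

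Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.001), separately for the 8 male and the 4 female libraries. The contrasts were M1BP RNAi, ZKSCAN3 and M1BP RNAi + ZKSCAN3 against WT, M1BP RNAi + ZKSCAN3 against M1BP RNAi, the interaction of ZKSCAN3 with M1BP RNAi, and L3W against L3F. The common biological coefficient of variation was 0.462 in males and 0.351 in females. The alternatives were DESeq2 1.42.0 with all libraries or with only the 2 groups compared, DESeq2's size factors in edgeR, edgeR with only the 2 groups compared, all genes with at least 1 count, a threshold of 0.05, an absolute log2 fold change of at least 1, a replicate block, and leaving out each library in turn. The calling of genes was tested on simulated data of 11723 genes with 200 changed genes: at a coefficient of variation of 0.2 edgeR called 140 and DESeq2 147 of them. No larger value was simulated there, so this does not give the recovery at the 0.462 of the male data or the 0.351 of the female data.

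Restored genes were those called in M1BP RNAi against WT and not in M1BP RNAi + ZKSCAN3 against WT, as in the paper. The remaining share is the median, over the genes called in M1BP RNAi, of their log2 fold change in M1BP RNAi + ZKSCAN3 against WT divided by that in M1BP RNAi against WT. Counts were also simulated from the fitted means and dispersions, 10 draws with no effect of ZKSCAN3 and 10 with full rescue, and 10 more without an effect at each of 1.5, 2, 3 and 4 times the dispersion.

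The 20 Atg genes of Fig. 3B and the 13 genes of Table S2 were tested as sets with limma 3.58.1 on log2 CPM (camera with preset correlation 0.01, camera with estimated correlation, and fry), with Benjamini-Hochberg adjustment over the 12 tests of both lists. Lists of marker genes for testis, salivary gland, midgut, hemocytes, muscle, fat body, immune peptides, heat shock and the ecdysone response were written from general knowledge and tested with fry.

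Genes were named by a rule: M1BP, the Atg genes of Fig. 3B, the genes of Table S2, RpL32, Act5C, and per contrast the 3 largest positive and the 3 largest negative log2 fold changes among genes past the threshold whose groups do not overlap and whose higher group has a mean of at least 10 CPM.

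Peaks were analysed with bedtools 2.31.1, Python 3.11.15 and SciPy 1.17.1. The build was checked by the positions of the genes in the deposited count table, of which 17229 of 17358 (99.3%) were identical in the annotation used. Overlap meant at least 1 bp, promoters 500 bp on each side of the 5'-most start, and motif windows 100 bp on each side of the peak centre, with flanking windows 1000 bp away. Alternatives were overlap of 50% of both peaks, the higher-scoring peaks of each list, the major arms only, 1000 bp promoters, every annotated start, 1 mismatch in Motif 1 and GATAA for GATAAG, the whole peak, and peaks away from gene starts. Promoter shares were compared with Fisher's exact test, two-sided, and with 10000 random lists matched in 50 bins of mean expression, and restored genes with kept genes by permutation within 10 classes of mean expression.

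Left out were the Reactome and ontology enrichments, whose gene sets were not used here, and the comparisons with M1BP peaks and high occupancy target regions, which were not analysed here. Comparisons of other splits of the samples were not made, since groups held 2 libraries.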

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

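All tests in this part were chosen only after the result was seen. They rest on 9 lists of marker genes, and a list was taken up where its summed CPM in a library was at least 4 times that of the higher WT library and more than 50% of its genes were above both WT libraries, or where the effect of ZKSCAN3 in M1BP RNAi differed from that in WT by a test of the interaction (fry, Benjamini-Hochberg over the 9 lists under 0.05).

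Testis transcripts stood out in M1BP RNAi replicate 1. The 20 genes summed to 149 CPM there, against 11.6 and 6.02 in WT and 7.52 in M1BP RNAi replicate 2. WT libraries held 4 and 2 of the 20 above 1 CPM. The abundant ones took part, with 41.1 CPM of loopin-1, 30.1 of betaTub85D and 18.6 of Mst98Ca. Derepression of testis genes by the loss of M1BP is argued against, because only 2 of the 20 were above both WT libraries in M1BP RNAi replicate 2. Testis tissue left on the fat bodies of M1BP RNAi replicate 1 is a candidate explanation, with 19 of the 20 highest in this library of the 8. In M1BP RNAi against WT the list had a median log2 fold change of 4.34 with a fry p-value of 0.247, since the other replicate did not show it. ZKSCAN3 replicates 1 and 2 showed a smaller rise, to 17.8 and 28.7 CPM, with 14 and 18 of the 20 above both WT libraries. M1BP RNAi + ZKSCAN3 had 9.51 and 6.59 CPM, with 7 and 4. The cause of the rise in ZKSCAN3 was not tested.

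Glue transcripts of the salivary gland were at 607 CPM in M1BP RNAi replicate 1, and at 584 and 813 CPM in M1BP RNAi + ZKSCAN3 replicates 1 and 2, against 14.8 and 7.63 CPM in WT and 36.4 CPM in M1BP RNAi replicate 2. WT libraries held 6 and 1 of the 11 genes above 1 CPM. Salivary gland tissue left on the fat bodies may explain it, with 7 of the markers over 4 times the higher WT library in all 3 libraries, among them Sgs3 at 308, 260 and 352 CPM. The other 4, ng1 to ng4, stayed under 1 CPM. A change of glue gene expression in the fat body itself was not tested and stays open, and Sgs3 is also in the ecdysone list. In the female libraries Sgs3 had 0.270 and 355 CPM at L3F and 6.34 and 19.8 CPM at L3W, while ng3 had 48.6 and 67.2 CPM at L3F and 0 counts at L3W, so salivary gland tissue in these libraries stays open and was not tested. The list had a fry p-value of 0.0543 in M1BP RNAi and 0.00999 in M1BP RNAi + ZKSCAN3 against WT.

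Midgut transcripts summed to 1190 CPM in M1BP RNAi replicate 1, against 279 and 250 CPM in WT, 685 in M1BP RNAi replicate 2, 487 and 720 in ZKSCAN3, and 697 and 149 in M1BP RNAi + ZKSCAN3. WT libraries held 6 and 5 of the 14 genes above 1 CPM. Midgut tissue left on the fat bodies could have raised them, but only 8 of the 14 markers were above both WT libraries: Jon65Aiv had 536 CPM (WT 126 and 112) and Jon65Aiii 424 CPM (WT 73.9 and 66.5), while betaTry had 0.530 CPM (WT 4.76 and 2.11). Midgut tissue and a change of these genes in the fat body cannot be told apart, because most of the list is at or under 1 CPM in every library. The fry p-values were 0.229 in M1BP RNAi and 0.0401 in ZKSCAN3 against WT.

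Immune peptide transcripts rose with ZKSCAN3 in M1BP RNAi. The interaction had a fry p-value of 0.00231 (Benjamini-Hochberg over the lists 0.0194) and a median of 0.85, with 20 of 26 tested genes positive. In M1BP RNAi + ZKSCAN3 against M1BP RNAi the median was 2.06 (fry p-value 3.64e-04), and in ZKSCAN3 against WT 0.38 (fry p-value 0.342). WT libraries held 7 and 8 of the 30 listed genes above 1 CPM. Drs had 282 and 57.5 CPM in M1BP RNAi + ZKSCAN3 and 49.4 and 15.2 in M1BP RNAi, and BomS3 81.1 and 95.9 against 13.3 and 13.2. A difference in the culture or collection of the M1BP RNAi + ZKSCAN3 larvae, such as an infection, cannot be told apart from an effect of the genotype, because both M1BP RNAi + ZKSCAN3 libraries move together and the labels and the paper do not say when each library was collected: 23 of 26 genes were higher in M1BP RNAi + ZKSCAN3 than in M1BP RNAi.

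Heat-shock transcripts also responded differently to ZKSCAN3 in the 2 backgrounds, with a fry p-value of 0.00646 for the interaction (Benjamini-Hochberg over the lists 0.0194) and a median of −1.62. Against WT the median of the 15 genes was 3.06 in M1BP RNAi (14 of 15 higher, fry p-value 1.29e-04), 2.49 in M1BP RNAi + ZKSCAN3 (fry p-value 4.25e-04) and 0.74 in ZKSCAN3 (fry p-value 0.0105). WT libraries held 9 and 8 of the 15 above 1 CPM. Heat or stress at the collection of some genotypes may have raised them, with 14 of the list higher in M1BP RNAi than in WT, and cannot be told apart from an effect of the genotype, because the labels and the paper do not say when each library was collected. Several Hsp70 genes are near-identical copies that share reads, so the genes of the list are not separate observations.

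Hemocyte transcripts fell with ZKSCAN3 in M1BP RNAi, with a fry p-value of 0.00632 for the interaction (Benjamini-Hochberg over the lists 0.0194) and a median of −2.03. The 12 genes summed to 1745 and 1217 CPM in M1BP RNAi, 397 and 259 in M1BP RNAi + ZKSCAN3, and 1337 and 1629 in WT. Each WT library held 10 of the 12 above 1 CPM. Most of the WT sum is Pxn (958 and 1148 CPM, against 184 and 181 in M1BP RNAi). Of the 12 markers 10 were above both WT libraries in each M1BP RNAi library, with medians over WT of 1.30 and 1.49 log2 units, and the medians were −0.12 and −0.28 in M1BP RNAi + ZKSCAN3. A change in the number of all hemocytes would move markers alike if only hemocytes made them. The markers of at least 5 CPM moved apart by 5.16 log2 units, from −5.01 for PPO1 to 0.14 for NimC1. The share of each marker made by the fat body itself was not measured, so this spread does not exclude such a change. The fall was not confined to PPO1 and PPO2: eater changed by −2.96, Pxn by −2.80, Hml by −2.78 and Sr-CI by −1.71. He, crq, srp and NimC1 lay between −0.80 and 0.14. A change in PPO1 and PPO2 alone therefore does not cover the pattern. A change in a wider part of the hemocytes stays open as a candidate explanation and was not tested.

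The other lists were not taken up. Against WT, the muscle list had a median of −1.10 in M1BP RNAi (fry p-value 0.0549) and −1.04 in M1BP RNAi + ZKSCAN3 (0.0584), the fat body list −0.63 (0.139) and −0.74 (0.109), and the ecdysone list 0.75 (0.551) and 0.37. The fat body and ecdysone lists share Lsp and Fbp genes.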

How the results depend on the processing

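Tests added only after the results were seen were, for the Table S2 genes, the estimated correlation, the replicate block and leaving out each library, for the remaining share, DESeq2, edgeR with only the 2 groups and the replicate block, and, for promoters of M1BP RNAi genes, the calls at FDR 0.05 and those of DESeq2 with only the 2 groups compared. The random lists matched on expression, the division by direction and the draws with a larger dispersion were also added after the values were seen. The other alternatives were chosen before the data were examined. In each case the cause of a change was not tested.

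Against the counts at FDR 0.001 in edgeR (M1BP RNAi against WT 4, M1BP RNAi + ZKSCAN3 against WT, ZKSCAN3 against WT, M1BP RNAi + ZKSCAN3 against M1BP RNAi and the interaction 0 each, L3W against L3F 835), the FDR threshold of 0.05 gave 964 for M1BP RNAi, 733 for M1BP RNAi + ZKSCAN3, 33 for M1BP RNAi + ZKSCAN3 against M1BP RNAi, 3 for the interaction and 5146 for L3W. It gave 519 restored genes (against 4), 20 moved back (against 0), 569 shared with L3W (against 0) and a remaining share of 0.717 (against 0.374). DESeq2 with all libraries gave 981 for M1BP RNAi, 814 for M1BP RNAi + ZKSCAN3, 8 for ZKSCAN3, 250 for M1BP RNAi + ZKSCAN3 against M1BP RNAi, 91 for the interaction and 3767 for L3W, with 502 restored, 95 moved back and 497 shared with L3W. DESeq2 with only the 2 groups compared gave 1537, 756, 32 and 172 in the same order without the interaction, with 1035 restored, 87 moved back and 925 shared with L3W. With all genes of at least 1 count the counts were 14 for M1BP RNAi, 5 for M1BP RNAi + ZKSCAN3 (BomS2, BaraA1, Drsl5, Shab and CG4991, named after their values were seen) and 1 for M1BP RNAi + ZKSCAN3 against M1BP RNAi (Drsl5), with 13 restored. EdgeR with only the 2 groups compared called 0 genes in M1BP RNAi.

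The replicate block called 0 genes in M1BP RNAi and 0 in L3W against L3F. It spends degrees of freedom, and the replicate numbers were not shown to pair libraries: the correlation across genes of the replicate differences was 0.343 between WT and M1BP RNAi, 0.299 between ZKSCAN3 and M1BP RNAi + ZKSCAN3, 0.181 between M1BP RNAi and M1BP RNAi + ZKSCAN3, 0.0202 between WT and M1BP RNAi + ZKSCAN3, −0.0345 between WT and ZKSCAN3, −0.0762 between M1BP RNAi and ZKSCAN3, and −0.0210 between L3F and L3W. A difference shared by replicates of the same number is not excluded, since replicate 1 lay farther along the change from L3F to L3W in M1BP RNAi, ZKSCAN3 and M1BP RNAi + ZKSCAN3. With the block the set test of the Atg interaction had a p-value of 0.0336 (0.0590 without it) and that of the Table S2 genes in ZKSCAN3 against WT 0.0244 (0.0536 without it).

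The restored genes had no value with the replicate block and with edgeR's fits of only the 2 groups compared, since 0 genes were called, and the interaction has no value when only 2 groups are fitted.

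The Table S2 genes were chosen by the study on these male libraries, so the p-values of this list for male contrasts, above and below, are not evidence. For the Table S2 genes, fry gave p-values of 0.0675 for M1BP RNAi + ZKSCAN3 against M1BP RNAi (camera 0.0343) and 0.0686 for the interaction (camera 0.0171). The estimated correlation gave 0.0614 for M1BP RNAi + ZKSCAN3 against WT, 0.250 for M1BP RNAi + ZKSCAN3 against M1BP RNAi, 0.205 for the interaction and 0.0999 for L3W.

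Selecting genes on replicate 2 and measuring them on replicate 1 gave a remaining share of 0.817.

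Single genes changed sign in a few settings, at values near 0. In M1BP RNAi against WT, Atg2 was 0.0010 with all genes of at least 1 count, and Atg4a was −0.021 with DESeq2's size factors in edgeR, −0.020 with DESeq2 on all libraries and −0.020 with DESeq2 on only the 2 groups. In M1BP RNAi + ZKSCAN3 against M1BP RNAi, Atg2, Atg14 and Atg17 were 0.0096, 0.0090 and 0.0043 with DESeq2's size factors in edgeR, 0.013, 0.013 and 0.0077 with DESeq2 on all libraries, 0.018, 0.018 and 0.013 with DESeq2 on only the 2 groups, and 0.023, 0.026 and 0.021 with edgeR on only the 2 groups.

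Leaving out each library in turn gave these lowest and highest medians. For the Atg genes they were 0.032 to 0.27 in M1BP RNAi, −0.27 to 0.15 in M1BP RNAi + ZKSCAN3 (positive without WT replicate 2, 0.0012, and without M1BP RNAi + ZKSCAN3 replicate 2, 0.15), −0.063 (without ZKSCAN3 replicate 1) to 0.26 in ZKSCAN3, −0.39 to −0.097 in M1BP RNAi + ZKSCAN3 against M1BP RNAi, −0.43 to −0.050 in the interaction and 1.01 to 1.11 in L3W. For the Table S2 genes they were 0.62 to 0.91 in M1BP RNAi + ZKSCAN3, 0.013 to 0.44 in ZKSCAN3, −0.34 to −0.12 in M1BP RNAi + ZKSCAN3 against M1BP RNAi, −0.63 to −0.30 in the interaction and 1.34 to 1.45 in L3W. For the called genes they were 3.71 to 3.84 in M1BP RNAi and 2.53 to 2.64 in L3W, and for the remaining share 0.365 to 0.392.

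Single genes that changed sign when a library was left out ranged as follows. In M1BP RNAi against WT: Atg2 −0.16 to 0.032, Atg4a −0.075 to 0.12, Atg4b −0.21 to 0.038, Atg8b −0.19 to 8.67, Atg10 −0.059 to 0.45, Atg12 −0.043 to 0.54, Atg18a −0.015 to 0.17. In M1BP RNAi + ZKSCAN3 against M1BP RNAi: Atg2 −0.25 to 0.23, Atg4a −0.41 to 0.18, Atg4b −0.029 to 0.14, Atg6 −0.17 to 0.031, Atg8b −3.44 to 2.26, Atg9 −0.54 to 0.20, Atg14 −0.11 to 0.097, Atg17 −0.10 to 0.085, CG31793 −0.023 to 0.88, CG5789 −1.38 to 0.24, Lst8 −0.20 to 0.10, tefu −0.54 to 0.54, Plp −0.34 to 0.0068. In M1BP RNAi + ZKSCAN3 against WT: Atg2 −0.27 to 0.16, Atg3 −0.46 to 0.11, Atg4a −0.39 to 0.15, Atg4b −0.18 to 0.062, Atg6 −0.0064 to 0.15, Atg7 −0.087 to 0.76, Atg8a −0.39 to 0.17, Atg14 −0.029 to 0.22, Atg18b −0.33 to 1.17.

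For peaks, an overlap of 50% of both peaks gave 46.9% of ZKSCAN3 and 48.2% of ZKSCAN4 peaks (62.9% and 71.1% with 1 bp), and the higher-scoring peaks 50.1% and 56.2%. ZKSCAN4 at Atg promoters stayed at 13 genes with 1000 bp on each side (exact p = 0.114) and with every annotated start (exact p = 0.0693), and fell to 6 with the higher-scoring peaks (exact p = 0.430). The share of genes higher in M1BP RNAi with a ZKSCAN3 peak was 69.8% at FDR 0.05, and with DESeq2 it was under that of uncalled genes: 64.7% with all libraries and 67.2% with only the 2 groups. For ZKSCAN4 it was 46.8% with DESeq2 on all libraries.

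In peaks away from gene starts, Motif 1 was in 0.306% of ZKSCAN3-only and 0.0503% of ZKSCAN4-only peaks (Fisher's exact p = 0.0843). Its ratio to the flanks there was 1.07 for ZKSCAN3 and 0.737 for ZKSCAN4, with GATA ratios of 1.22 and 1.24. With 1 mismatch and GATAA the Motif 1 ratios were 2.23 and 1.48, the GATA ratio of ZKSCAN4 was 1.03, and GATAA was in 35.3% of ZKSCAN3-only peaks, above ZKSCAN4-only peaks where GATAAG had been below. The whole peak gave a Motif 1 ratio of 3.88 for ZKSCAN3. The higher-scoring peaks gave a Motif 1 ratio of 1.57 for ZKSCAN4 and GATA ratios of 1.02 for ZKSCAN3 and 1.12 for ZKSCAN4.

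Of the results that answer a comparison, 172 other values across the alternatives stayed the same. For named genes, 1378 stayed the same, 15 lost a call, 39 gained one, and 61 values without a library moved by more than the replicate spread.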

Differences from the paper's values

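The paper reports 644 genes higher and 881 lower in M1BP RNAi, 1525 in all, and edgeR at FDR 0.001 gave 4, 0 and 4. Of the alternatives set before the data were examined, DESeq2 with only the 2 groups compared reached the paper's values (647, 890 and 1537), and FDR 0.05 in edgeR came within 1.5 times for the higher genes (461) but not for the lower (503) or for all (964). DESeq2 with all libraries (419, 562 and 981), DESeq2's size factors in edgeR (4, 0 and 4), all genes with at least 1 count (13, 1 and 14), an absolute log2 fold change of at least 1 (4, 0 and 4), the replicate block and edgeR with only the 2 groups (0 each) did not.

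The paper reports 1819 genes higher and 1919 lower at L3W, 3738 in all, and edgeR at FDR 0.001 gave 458, 377 and 835. DESeq2 with all libraries of that table (1827, 1940 and 3767) and FDR 0.05 in edgeR (2494, 2652 and 5146) closed the gap. DESeq2's size factors in edgeR (465, 406 and 871), all genes with at least 1 count (611, 507 and 1118), the log2 fold change minimum (458, 377 and 835) and the replicate block (0 each) did not.

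The paper reports 916 genes shared by M1BP RNAi and L3W, where edgeR gave 0. DESeq2 with only the 2 groups compared gave 925 and closed the gap, and FDR 0.05 (569), DESeq2 with all libraries (497) and the other alternatives (0) did not.

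The paper reports 1026 M1BP RNAi genes restored by ZKSCAN3, where edgeR gave 4. DESeq2 with only the 2 groups compared gave 1035 and closed the gap, and FDR 0.05 (519), DESeq2 with all libraries (502), all genes with at least 1 count (13), and DESeq2's size factors and the log2 fold change minimum (4 each) did not, nor did the replicate block and edgeR with only the 2 groups, which called no gene to restore.

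The authors' deposited lists hold 758 genes for M1BP RNAi + ZKSCAN3 and 29 for ZKSCAN3 against WT, where edgeR gave 0 and 0. For M1BP RNAi + ZKSCAN3, FDR 0.05 (733), DESeq2 with all libraries (814) and DESeq2 with only the 2 groups (756) closed the gap, and all genes with at least 1 count (5) and the other alternatives (0) did not. For ZKSCAN3, DESeq2 with only the 2 groups (32) closed it, and DESeq2 with all libraries (8) and the other alternatives (0) did not.

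The paper states that numerous Atg genes rise in M1BP RNAi. EdgeR at FDR 0.001 called 0 of the 20, with 6 at an unadjusted p-value under 0.05, and DESeq2 with only the 2 groups called Atg8a, Atg17 and Atg18b higher and Atg13 lower.

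The paper states that the 13 genes of Table S2 are called in M1BP RNAi, and by the paper's own FDR in that table 10 are under 0.001 and 3 are not (Plp, Atg1 and ref(2)P, up to 0.00512). EdgeR called 0 of them at FDR 0.001 and 5 at FDR 0.05, and DESeq2 called 4 with all libraries and 10 with only the 2 groups, which reaches the paper's number.

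The paper states that GATA motifs mark ZKSCAN4 peaks. Exact GATAAG was as frequent over the flanks in ZKSCAN3 peaks as in ZKSCAN4 peaks, with a ratio of 1.11 in each. With the higher-scoring peaks, an alternative set before the data were examined, it was 1.02 in ZKSCAN3 and 1.12 in ZKSCAN4 peaks, in the direction of the paper's statement. The paper states high enrichment at Motif 1 for ZKSCAN3 but not for ZKSCAN4. ZKSCAN4 peaks held Motif 1 at 2.82 times the flanks, against 5.65 times for ZKSCAN3. With the higher-scoring peaks the ratios were 1.57 and 6.32, and ZKSCAN4-only peaks had 0.667. The difference between the factors was in the direction of the paper's statement.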

Other observations

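In this part, the tests on the shift in TPM and on the position of M1BP RNAi replicate 1 between L3F and L3W were chosen only after the result was seen, and so were the matching on expression and the division by direction in the test of direct binding and the draws with a larger dispersion.

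More M1BP RNAi genes were restored than kept in M1BP RNAi + ZKSCAN3. Calls lost by chance between 2 comparisons that share the WT libraries are argued against as the whole cause: in draws without an effect of ZKSCAN3 the highest percent restored was 34.5%, and 67.3% was observed with the same DESeq2 fits. In edgeR at FDR 0.05 these draws called 1917 M1BP RNAi genes and the data 964, so chance losses there could be understated. With 1.5 times the dispersion the draws called 961, and the highest percent restored was 30.8% in edgeR, against 53.8% observed, and 39.8% with DESeq2. With 3 times the dispersion the edgeR draws called a median of 143 genes and restored 34.8% (up to 61.0% in 1 draw, above the observed percent), and with 4 times 37.0% (up to 50%). With 4 times the dispersion the highest percent was 60.7% with DESeq2, where the draws called 346.5 genes and the data 1537. The draws assume independent libraries and no stray tissue, so a difference in tissue or stage between libraries stays open. M1BP itself was less reduced against WT in M1BP RNAi + ZKSCAN3 (−1.01 to −0.897 with each library left out) than in M1BP RNAi (−1.41 to −1.21). Whether this difference contributed to the restored calls was not tested.

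Restored genes carried ZKSCAN3 at their promoters more often than kept genes (permutation p = 0.0022 within classes of mean expression), so direct binding of ZKSCAN3 is a candidate explanation. With these calls the permutation p was 0.0044 for genes lower in M1BP RNAi (73.1% against 59.5%) and 0.280 for genes higher (69.0% against 63.5%). Other calls gave no such division: edgeR at FDR 0.05 gave 73.8% against 67.6% (permutation p = 0.0078, with 0.056 for the lower and 0.065 for the higher genes), and DESeq2 on all libraries 70.3% against 66.2% (permutation p = 0.0838, with 0.256 and 0.127). It may also reflect open chromatin at these promoters, since ZKSCAN4 peaks differed in the same way (54.8% against 43.2%). Chromatin accessibility was not measured. With DESeq2 fitted to only the 2 genotypes, M1BP RNAi genes had fewer ZKSCAN3 peaks than lists matched on expression, which limits direct binding as an explanation. The shares were 67.2% against 80.0% for higher genes and 68.6% against 80.8% for lower genes (permutation p = 0.0002 each). Restored genes alone were not set against matched lists.

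ZKSCAN4 peaks held Motif 1 more often than their flanks. A candidate explanation is that the peaks overlapping ZKSCAN3 peaks carry it: 0.0825% of ZKSCAN4-only peaks held Motif 1, against 0.124% of their flanks and 1.13% of the ZKSCAN4 peaks shared with ZKSCAN3. The paper does not report this division of the ZKSCAN4 peaks.

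The TPM of the Atg genes was higher in M1BP RNAi for 19 of 20 genes, with a median log2 ratio of 0.61. A shift in the TPM of most genes may account for much of it: the median of all tested genes was 0.52, and the Atg median was at percentile 86.9 of 10000 random lists matched on expression. The 10 most abundant genes took 44.9% and 47.3% of the counts in M1BP RNAi, against 51.1% and 51.4% in WT, which acts to raise the TPM of the rest. How much of the shift comes from this was not tested. In ZKSCAN3 the median of all genes was 0.00041 and that of the Atg genes 0.099, at percentile 98.7 and above the upper bound of the random lists of 0.082. The random lists cover the choice of genes and not the libraries. In log2 CPM over WT the Atg median was 0.24 in ZKSCAN3 replicate 1 and −0.049 in replicate 2. Whether the shift covers the Atg genes in ZKSCAN3 was therefore not decided. In M1BP RNAi + ZKSCAN3 the median of all genes was 0.44 and that of the Atg genes 0.42, at percentile 24.3, with 19 of 20 higher in TPM and 9 of 20 higher in edgeR.

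The M1BP RNAi replicates were farther apart than those of the other genotypes. Whether replicate 1 being farther along the change from L3F to L3W explains this was not decided, because the larger spread lay in genes without an L3W fit. Over the fitted genes the Spearman correlation between the replicate difference and the L3W change did not set M1BP RNAi apart. It was 0.448 in M1BP RNAi, 0.458 in ZKSCAN3, 0.530 in M1BP RNAi + ZKSCAN3 and 0.0661 in WT. Over the 10295 genes fitted in L3W against L3F the standard deviation of the replicate difference was 0.624 in M1BP RNAi, 0.587 in ZKSCAN3 and 0.611 in M1BP RNAi + ZKSCAN3, and over the other 1428 genes it was 1.35, 0.846 and 0.512. The 1428 genes passed the count filter in the male libraries and not in the female ones. The testis list differed strongly between the M1BP RNAi replicates, with 149 CPM in replicate 1 and 7.52 in replicate 2. How much of the larger spread testis transcripts account for was not tested, and the age of the larvae at collection was not measured.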
